# *Arabidopsis thaliana* RALF1 opposes brassinosteroid effects on root cell elongation and lateral root formation

**DOI:** 10.1093/jxb/eru099

**Published:** 2014-03-11

**Authors:** Tábata Bergonci, Bianca Ribeiro, Paulo H.O. Ceciliato, Juan Carlos Guerrero-Abad, Marcio C. Silva-Filho, Daniel S. Moura

**Keywords:** Root development, brassinolide, peptide hormone.

## Abstract

Rapid alkalinization factor (RALF) is a peptide signal that plays a basic role in cell biology and most likely regulates cell expansion. In this study, transgenic *Arabidopsis thaliana* lines with high and low levels of *AtRALF1* transcripts were used to investigate this peptide’s mechanism of action. Overexpression of the root-specific isoform *AtRALF1* resulted in reduced cell size. Conversely, *AtRALF1* silencing increased root length by increasing the size of root cells. AtRALF1-silenced plants also showed an increase in the number of lateral roots, whereas AtRALF1 overexpression produced the opposite effect. In addition, four AtRALF1-inducible genes were identified: two genes encoding proline-rich proteins (*AtPRP1* and *AtPRP3*), one encoding a hydroxyproline-rich glycoprotein (*AtHRPG2*), and one encoding a xyloglucan endotransglucosylase (*TCH4*). These genes were expressed in roots and involved in cell-wall rearrangement, and their induction was concentration dependent. Furthermore, AtRALF1-overexpressing plants were less sensitive to exogenous brassinolide (BL); upon BL treatment, the plants showed no increase in root length and a compromised increase in hypocotyl elongation. In addition, the treatment had no effect on the number of emerged lateral roots. AtRALF1 also induces two brassinosteroid (BR)-downregulated genes involved in the BR biosynthetic pathway: the cytochrome P450 monooxygenases *CONSTITUTIVE PHOTOMORPHISM AND DWARFISM* (*CPD*) and *DWARF4* (*DWF4*). Simultaneous treatment with both AtRALF1 and BL caused a reduction in AtRALF1-inducible gene expression levels, suggesting that these signals may compete for components shared by both pathways. Taken together, these results indicate an opposing effect of AtRALF1 and BL, and suggest that RALF’s mechanism of action could be to interfere with the BR signalling pathway.

## Summary

The peptide RALF regulates cell expansion via an as-yet-unknown mechanism. Here, we provide evidence that AtRALF1 may be negatively regulating cell expansion by interfering with the brassinosteroid signalling pathway.

## Introduction

Several physiological processes related to growth, development, defence, and reproduction are coordinated by intercellular communication. Peptide signals are involved in developmental processes and environmental responses in plants through the regulation of intercellular signalling (Ryan *et al.*, 2002; Boller, 2005; Matsubayashi and Sakagami, 2006; Moura and Silva-Filho, 2006).

Rapid alkalinization factor (RALF) is a peptide signal found throughout the plant kingdom that can exhibit either ubiquitous or tissue-specific expression patterns (Moura and Silva-Filho, 2006). The precursor of the RALF peptide is a preproprotein, indicating that this peptide is secreted (Pearce *et al.*, 2001); when Escobar *et al.* (2003) fused the tobacco RALF cDNA with that of green fluorescent protein, the resulting chimaeric protein was detected in both the endoplasmic reticulum and the apoplast. The RALF precursor is processed by convertases that target the dibasic site upstream of the active peptide, which is located at the C terminus of the precursor (Matos *et al.*, 2008; Srivastava *et al.*, 2009). A structure–activity study using the tomato RALF peptide showed that the motif ‘YISY’, which is located at positions 5–8 at the N terminus of the active peptide, is essential for activity (Pearce *et al.*, 2010).

Knowledge of the RALF signal transduction pathway is far from complete, and RALF-inducible genes are currently unknown. The rapid increase in the external pH of cell suspension cultures and the activation of a mitogen-activated protein kinase are among the earliest events in the pathway (Pearce *et al.*, 2001). Although the RALF receptor has not yet been identified, Scheer *et al.* (2005) identified two cell-surface SlRALF-binding proteins when studying the peptide in *Solanum lycopersicum* (SlRALF, previously LeRALF). AtRALF1, a root-specific isoform from *Arabidopsis thaliana*, causes a transient increase in the cytoplasmic Ca^2+^ concentration, suggesting that RALF peptides mediate a Ca^2+^-dependent signal transduction pathway (Haruta *et al.*, 2008).

A synthetic tomato RALF peptide was shown to inhibit root growth in tomato and *Arabidopsis* seedlings (Pearce *et al.*, 2001). SacRALF1, a peptide isolated from the leaves of the grass sugarcane, inhibits the formation of elongated cells in cell-suspension cultures, and SacRALF1 gene expression is observed in the elongating base of the leaves but not in the mature, non-elongating leaf tips (Mingossi *et al.*, 2010). When present in pollen germination medium, the SlRALF peptide inhibits the elongation of normal pollen tubes (Covey *et al.*, 2010), and the AtRALF1 isoform also inhibits hypocotyl elongation in dark-grown *Arabidopsis* seedlings (Mingossi *et al.*, 2010). In the most recent version of the *Arabidopsis* genome, 37 AtRALFs were identified (Lamesch *et al.*, 2011). The overexpression of two of these isoforms from *Arabidopsis*, AtRALF1 and AtRALF23, results in shorter and bushier *Arabidopsis* plants that displayed a characteristic semi-dwarf phenotype (Matos *et al.*, 2008; Srivastava *et al.*, 2009). When the single-copy RALF gene of the *Nicotiana attenuata* genome is silenced, the roots of the transgenic tobacco plants grow longer than those of the wild type (Wu *et al.*, 2007). Thus, all the evidence gathered thus far indicates that RALF peptides have a basic role in cell biology, and they most likely regulate cell expansion (Pearce *et al.*, 2001; Matos *et al.*, 2008; Srivastava *et al.*, 2009; Covey *et al.*, 2010; Mingossi *et al.*, 2010).

Cell expansion occurs through the loosening of the existing cell-wall architecture, which is accompanied by the synthesis of new wall components (Carpita and Gibeaut, 1993; McCann *et al.*, 2001; Cosgrove, 2005; Benatti *et al.*, 2012). The primary cell wall is a complex matrix of polysaccharides, structural proteins, and enzymes (Carpita and Gibeaut, 1993; Fry, 2004). Hydroxyproline-rich glycoproteins (HRGPs) and proline-rich proteins (PRPs) are structural proteins that may be involved in cell-wall expansion (Showalter, 1993; Kieliszewski and Lamport, 1994; Cosgrove, 2005). Cell-wall enzymes such as expansin and xyloglucan endotransglucosylase (XET) are also related to cell-wall expansion due to their promotion of wall loosening (Fry *et al.*, 1992; Cosgrove, 1999; Eklöf and Brumer, 2012). The mechanisms involved in cell expansion are regulated by brassinosteroid (BR), auxin, ethylene, gibberellin, and cytokinin signalling (Smalle *et al.*, 1997; Wang *et al.*, 2002; Fu and Harberd, 2003; Parry and Estelle, 2006; Vanstraelen and Benková, 2012).

BRs such as brassinolide (BL) are involved in hypocotyl elongation and root growth (Clouse *et al.*, 1996; Clouse and Sasse, 1998; Müssig *et al.*, 2003). BR-mediated cell expansion involves wall-modifying proteins, such as XETs, as well as cortical microtubule reorientation (Mayumi and Shibaoka, 1995; Clouse and Sasse, 1998; Wang *et al.*, 2012). The activity of BL is mediated by a leucine-rich repeat receptor kinase called BRI1 (Clouse *et al.*, 1996; He *et al.*, 2000). BR binding to BRI1 triggers the autophosphorylation of the kinase domain and the subsequent recruitment of the co-receptor BRI1-associated receptor kinase (BAK1), resulting in the activation of BR-responsive genes (Clouse, 2004; Vert *et al.*, 2005; Chinchilla *et al.*, 2009; Li and Jin, 2007).

Little is known about the cross-talk between RALF peptides and other plant signals. In poplar, the *PtdRALF2* gene is downregulated after methyl jasmonate treatment, whereas auxin and cytokinin treatments do not affect *PtdRALF2* RNA levels (Haruta and Constabel, 2003). The *Arabidopsis* gene *AtRALF23* is downregulated upon treatment with BRs, and plants that overexpress the *AtRALF23* gene exhibit compromised BL-induced hypocotyl elongation (Srivastava *et al.*, 2009).

In this study, we showed that silencing of the *AtRALF1* gene in *Arabidopsis* plants increased cell elongation and the formation of lateral roots, whereas *AtRALF1* overexpression showed the opposite effects. To track the effects of the peptide at the molecular level, we identified and report for the first time six RALF-inducible genes. Four of these genes are related to cell-wall rearrangement and two were characterized previously as BR-downregulated genes involved in the BR biosynthetic pathway. In addition, we showed that AtRALF1-overexpressing plants have a compromised response to exogenously applied BR. Our data suggest that AtRALF1 opposes the action of BR in *Arabidopsis* plants and that the interplay between these two signals might collaborate in the regulation of cell expansion.

## Materials and methods

### Plant materials and growth conditions

*Arabidopsis* plants that overexpress *AtRALF1* have been described previously (Matos *et al.*, 2008). Seeds for the BR-insensitive mutant *bri1* (At4g39400, CS3723) were obtained from the *Arabidopsis* Biological Resource Center, Ohio State University, Columbus, USA. For all seedling experiments, *Arabidopsis* seeds (ecotype Col-0) were surface sterilized and cold treated (4 °C) for 4 d in the dark. Seedlings were grown in soil or in half-strength medium containing Murashige and Skoog (MS) salts without vitamins and sucrose (PhytoTechnology Laboratories), KOH-adjusted pH 5.8, and containing 0.9% (w/v) of Gellan Gum Powder (PhytoTechnology Laboratories) in a growth room at 22±2 °C with a light regime of 16h light and 8h dark.

### Plasmid construction

The *AtRALF1* coding region was amplified from *Arabidopsis* genomic DNA using standard PCR with the primers AtRALF1F and AtRALF1R (Supplementary Table S1 available at *JXB* online). The interfering RNA construct used to silence the *AtRALF1* gene (irAtRALF1) was generated using Gateway technology (Invitrogen) and the vectors pENTR/D-TOPO (Invitrogen) and pk7GWIWG2I (Karimi *et al.*, 2002) following the manufacturer’s instructions. All constructs were verified by DNA sequencing.

### Plant transformation

Plants were inoculated with the *Agrobacterium tumefaciens* strain GV3101 carrying the pk7GWIWG2I vector using the floral dip method (Clough and Bent, 1998). Seeds from transformed plants were plated in half-strength medium containing MS salts without vitamins and sucrose and 100mg l^–1^ of kanamycin (Sigma). Transgenic homozygous *Arabidopsis* lines from the T3 generation were used in all experiments.

### Hormone treatments

Seedlings were grown on vertical plates containing half-strength medium containing MS salts without vitamins and sucrose with different concentrations of 24 epi-brassinolide (BL; PhytoTechnology Laboratories) or indole-3-acetic acid (IAA; PhytoTechnology Laboratories). BL and IAA were prepared as 2mM stock solutions; IAA was dissolved in 10M potassium hydroxide and then diluted in water. The BL stock solution was prepared in 10% (w/v) ethanol. Further dilutions were made in water, and the final concentration of the solvents used was applied in the controls and the experimental conditions. Seedlings were photographed using a Nikon (CoolPix S202) digital camera 10 d after germination, and primary root lengths, hypocotyl elongation, rosettes, and leaves were measured using ImageJ (National Institutes of Health, USA). The number of emerged lateral roots (>1mm) was also recorded 10 d after germination. All experiments were repeated at least three times (independent biological replicates).

Hypocotyl measurements were taken as described by Weigel and Glazebrook, (2002). After cold treatment (4 d at 4 °C), the seeds were placed in half-strength liquid medium containing MS salts without vitamins and sucrose, and incubated with gentle agitation on a rotary shaker in the growth room. Seeds were exposed to light for 1h and were then kept in the dark (for dark experiments) or maintained in the growth room with 16h light and 8h dark (for light experiments). The recombinant AtRALF1 peptide (_His_AtRALF1) and BL were added 1 d after germination, and measurements were taken 6 d after treatment.

For semi-quantitative reverse transcription (RT)-PCR and quantitative (q)RT-PCR analysis, 10-d-old seedlings were placed in half-strength liquid medium containing MS salts without vitamins and sucrose, and incubated with gentle agitation on a rotary shaker in the growth room. Different concentrations of _His_AtRALF1 and/or BL were then added to the medium.

### Production and purification of recombinant _His_AtRALF1

The AtRALF1 coding region was amplified using standard PCR with genomic DNA as the template and specific primers for the correction of rare codons [primers A (forward) and C (reverse); Supplementary Table S1 available at *JXB* online]. The final amplification of the insert was performed using specific primers [primers D (forward) and C (reverse); Supplementary Table S1 available at *JXB* online]. The amplified fragment was fused to the C terminus of a 6×His tag using the pET28b expression vector (Novagen) and introduced into *Escherichia coli* strain BL21. Cells harbouring the plasmids were grown at 37 °C at 250rpm until they reached an optical density at 600nm of 0.7 and then were treated with isopropyl β-d-1-thiogalactopyranoside (1mM) for 4h to induce protein expression. Bacterial cells were harvested by centrifugation and resuspended in denaturing buffer [100mM NaH_2_PO_4_, 10mM Tris/HCl (pH 8.0), 8M urea] and lysed using cell disruption by nitrogen decompression in a Parr bomb. The lysate was centrifuged at 16 000*g* for 40min at room temperature. The supernatant was then applied to an affinity chromatography column containing Ni-NTA resin (Qiagen) to purify the peptide. The purified peptide was lyophilized, purified, and quantified by high-performance liquid chromatography using a C18 reversed-phase column (Kromasil) as described previously (Pearce *et al.*, 2001).

### Semi-quantitative RT-PCR and qRT-PCR analysis

Total RNA was isolated from the roots of *Arabidopsis* plants using Trizol reagent according to the manufacturer’s instructions (Invitrogen) and treated with DNAse I (Invitrogen). cDNA was synthesized using 1 µg of RNA and the ImProm-II Reverse Transcription System (Promega). For semi-quantitative RT-PCR analyses, an aliquot of cDNA was used as template in the PCR, which was performed for 27 cycles, unless indicated otherwise, using gene-specific primers (Supplementary Table S1 available at *JXB* online). The glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) gene was used as a reference to show the equal loading of cDNA in the reactions. All the experiments were performed at least three times (independent biological replicates), and a representative experimental result is shown. Evaluation of RT-PCR signals via densitometry after normalization to the housekeeping gene *GAPDH* was made using ImageJ.

qRT-PCR was performed using 20-fold-diluted cDNA and the Maxima SyBR Green Rox/qPCR Master Mix (Thermo Scientific) on a StepOne™ Real-Time PCR System (Applied Biosystems). The primers used are listed in Supplementary Table S1 (available at *JXB* online). The *GAPDH* gene was used as an internal control. Three replicates were analysed for each biological sample along with a template-free reaction as a negative control. The threshold cycle (*C*_T_) was determined automatically by the instrument, and the fold change in each gene was calculated using the equation 2^–∆∆*C*T^ (Livak and Schmittgen, 2001). An arbitrary value of 1 was attributed to control treatments and wild-type plants. Graphs shown are from one representative biological replicate.

### Measurements of cell length

Seedlings were grown vertically on plates containing half-strength MS salts without vitamins and sucrose for root measurements. For hypocotyl measurements, unless described otherwise, seedlings were kept in the dark in plates containing half-strength liquid medium containing MS salts without vitamins and sucrose. Measurements were taken 10 d after germination in epidermal cells located at the base of the hypocotyls. For propidium iodide staining of the cell wall, the growth medium was replaced with a 1mg ml^–1^ propidium iodide solution (Sigma), and the cells were imaged 15min after the addition of the stain. Cells in the endodermis of the root differentiation zone (presence of root hairs), located at approximately 800 µm from the tip, were visualized and measured using confocal microscopy (Olympus FV1000). At least 30 cells per root and six cells per hypocotyl were analysed. Fifteen plants frrom each genetic background were used for root and hypocotyl cell measurements. The wavelengths for excitation and emission were 555 and 655nm, respectively. Image processing was completed using Olympus FluoView software.

### Statistical analyses

For statistical analyses, the Infostat Statistics Base software package (version 2012e; Córdoba, Argentina) was used. Means were compared using the Tukey HSD (honestly significant difference) test in conjunction with analysis of variance (Steel *et al.*, 1996).

## Results and discussion

### Reduction of *AtRALF1* transcripts in irAtRALF1 plants increases root length, lateral root number, hypocotyl elongation, and cell length

An interfering RNA construct (irAtRALF1) was used to silence the *AtRALF1* gene and to investigate the effects of the lack of AtRALF1 peptide in *Arabidopsis* plants. Thirty lines were obtained, and three lines with different levels of *AtRALF1* transcripts were selected for the evaluation of root growth, hypocotyl elongation, and lateral root formation. The *AtRALF1* transcript levels in the roots of selected irAtRALF1 lines 1, 19, and 23 were lower, similar, and slightly lower, respectively, when compared with wild type (Fig. 1A). Ratios of the AtRALF1 band intensities in the transgenic plants versus the control wild-type plants are shown in Supplementary Table S2 available at *JXB* online. A plant line that overexpresses *AtRALF1* (35S:AtRALF1) was obtained previously (Matos *et al.*, 2008) and is shown for comparison. irAtRALF1 plants showed an average 42.8% increase in root length (Fig. 1B), whereas, in 35S:AtRALF1 plants, root length was observed to decrease by a similar percentage. The increase in root length observed in irAtRALF1 plants was proportional to the level of *AtRALF1* transcripts detected by RT-PCR; the lower the transcript level, the longer the roots. Similar results were reported by Wu *et al.* (2007) in *N. attenuata* plants bearing a construct to silence the only *N. attenuata* RALF isoform. Hypocotyl elongation in dark-grown *Arabidopsis* plants is due to an increase in cell length and not to cell division (Gendreau *et al.*, 1997). Hypocotyl elongation was compromised in the 35S:AtRALF1 plants, and irAtRALF1 lines 1 and 23 showed longer hypocotyls compared with controls (Fig. 1C). Again, the increase in hypocotyl length in irAtRALF1 plants, approximately 33% in irAtRALF1 lines 1 and 23, was proportional to the decrease observed in 35S:AtRALF1 plants, which was approximately 30%. The irAtRALF1-19 line showed normal hypocotyl elongation in spite of the reduced levels of *AtRALF1* transcripts. Because the irAtRALF1-19 line had the least reduction in transcript levels, we believe that the reduction in this line is not sufficient to cause a visible effect on the hypocotyls. The irAtRALF1-1 line showed the lowest levels of *AtRALF1* transcripts and was used for further experiments. The wild-type phenotype was recovered in irAtRALF1 plants upon exogenous treatment with the _His_AtRALF1 peptide (Supplementary Fig. S1 available at *JXB* online).

**Fig. 1.**
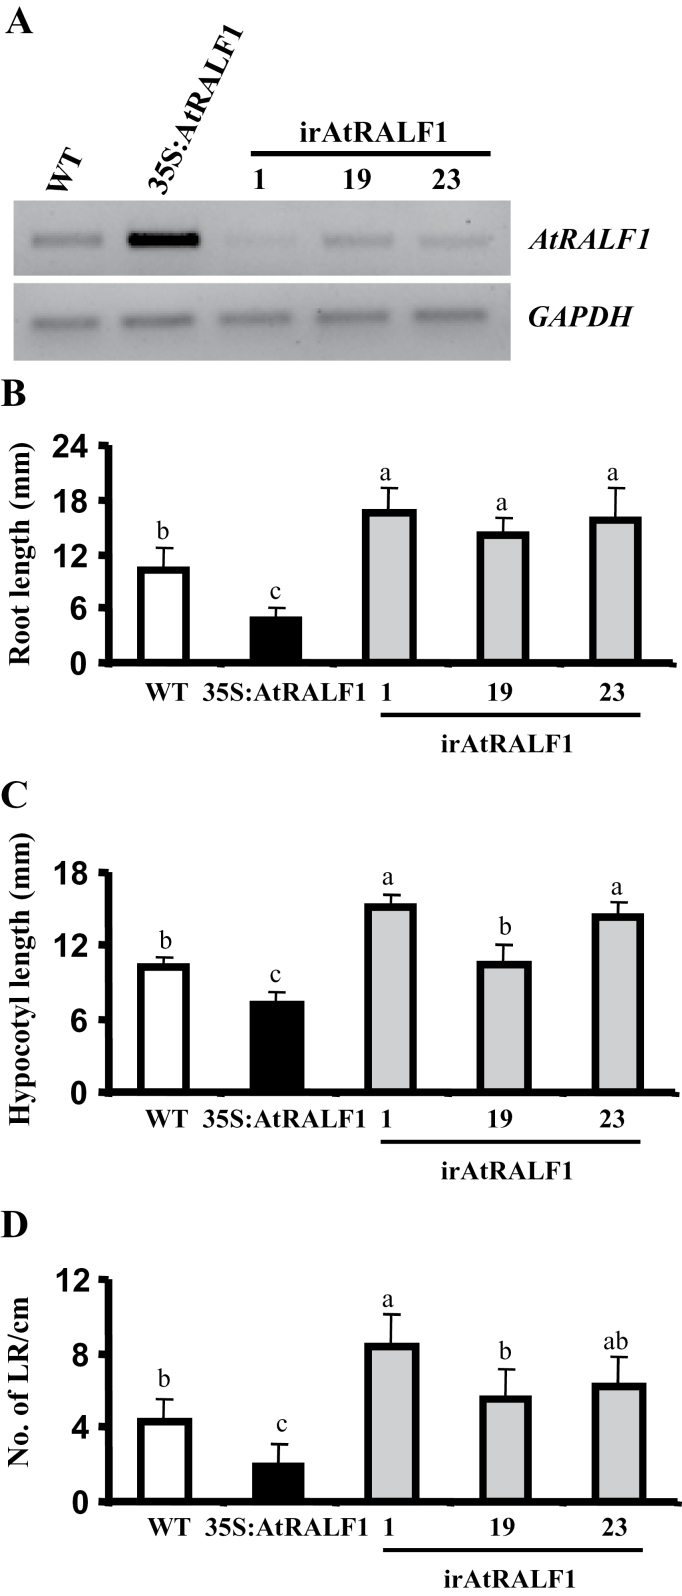
*AtRALF1* gene silencing in transgenic lines (irAtRALF1). (A) Transcript levels of the *AtRALF1* gene in transgenic plants. Transcript levels were examined by RT-PCR using RNA samples extracted from 10-d-old roots of plants grown on half-strength MS agar plates. *GAPDH* was used as an internal control. WT, wild type. (B) Root length of *AtRALF1*-overexpressing (35S:AtRALF1, black columns) and *AtRALF1*-silenced (irAtRALF1, grey columns) transgenic lines. (C) Hypocotyl length of etiolated transgenic plants. (D) Number of emerged lateral roots per cm in transgenic plants. Root length and number of emerged lateral roots were measured and counted in 5- and 10-d-old seedlings respectively (*n*>30). Hypocotyl length was measured in 5-d-old etiolated plants. Error bars indicate standard deviation (SD). Columns with the same letter are not significantly different (*P*<0.01). All experiments were repeated at least three times (independent biological replicates).

In *Arabidopsis*, the lateral roots are derived from pericycle founder cells located opposite xylem poles (Blakely *et al.*, 1982; Malamy and Benfey, 1997; Péret *et al.*, 2009). Auxin, cytokinin, BRs, and ethylene act to control lateral root formation and emergence (Casimiro *et al.*, 2001; Bao *et al.*, 2004; Laplaze *et al.*, 2007; Negi *et al.*, 2008). Cytokinin and ethylene act as auxin antagonists (Laplaze *et al.*, 2007; Lewis *et al.*, 2011), whereas auxin and BRs act synergistically (Bao *et al.*, 2004). Interestingly, the number of emerged lateral roots in 35S:AtRALF1 plants was lower than in wild-type plants (average reduction of 60%), whereas the opposite occurred in irAtRALF1 (average increase of 60%) (Fig. 1D). These data indicated the possible interference of the peptide with root architecture maintenance. Recently, overexpression of the *AtRALF8* gene in *Arabidopsis* also caused a reduction in the number of lateral roots (Atkinson *et al.*, 2013).

To prove that the increase in root length and hypocotyl elongation was due to an increase in cell length, we measured the lengths of root and hypocotyl cells in irAtRALF1 and 35S:AtRALF1 plants and compared these with cells from wild-type plants (Fig. 2A, B). Cells from the endodermis of the differentiation zone of the roots of 35S:AtRALF1 plants were 44% smaller than wild-type root cells in the same root zone, and root cells from irAtRALF1 plants were 30% larger than wild-type cells also from the differentiation zone. The endodermis layer was chosen for measurements due to the high levels of endogenous *AtRALF1* gene expression predicted by *in silico* data (eFP-browser, Birnbaum *et al.*, 2003; Winter *et al.*, 2007). Hypocotyl measurements performed on epidermal cells along the axis of elongation showed that 35S:AtRALF1 cells were 34% shorter than in the wild type, and irAtRALF1 cells were 27.6% longer than the hypocotyl cells from wild-type plants. Although *AtRALF1* is expressed predominantly in roots (Haruta *et al.*, 2008), its partial silencing also produced larger leaves and rosettes in irAtRALF1 plants (Supplementary Fig. S2 available at *JXB* online). Whilst we did not investigate these effects, the large rosettes and leaves could be due to the unintentional silencing of another RALF isoform present in the *Arabidopsis* genome. We evaluated the gene expression of seven RALF isoforms, including those closest in sequence to *AtRALF1* (*AtRALF22*, -*23*, and -*33*), and did not observe any significant reduction in their mRNA levels (Supplementary Fig. S3 available at *JXB* online). The results showed that the reduced root growth and hypocotyl elongation observed in 35S:AtRALF1 plants were a consequence of reduced cell size and that partial silencing of the *AtRALF1* gene led to an increase in cell size. Our data support a role for AtRALF1 in cell expansion through the inhibition of cell elongation.

**Fig. 2.**
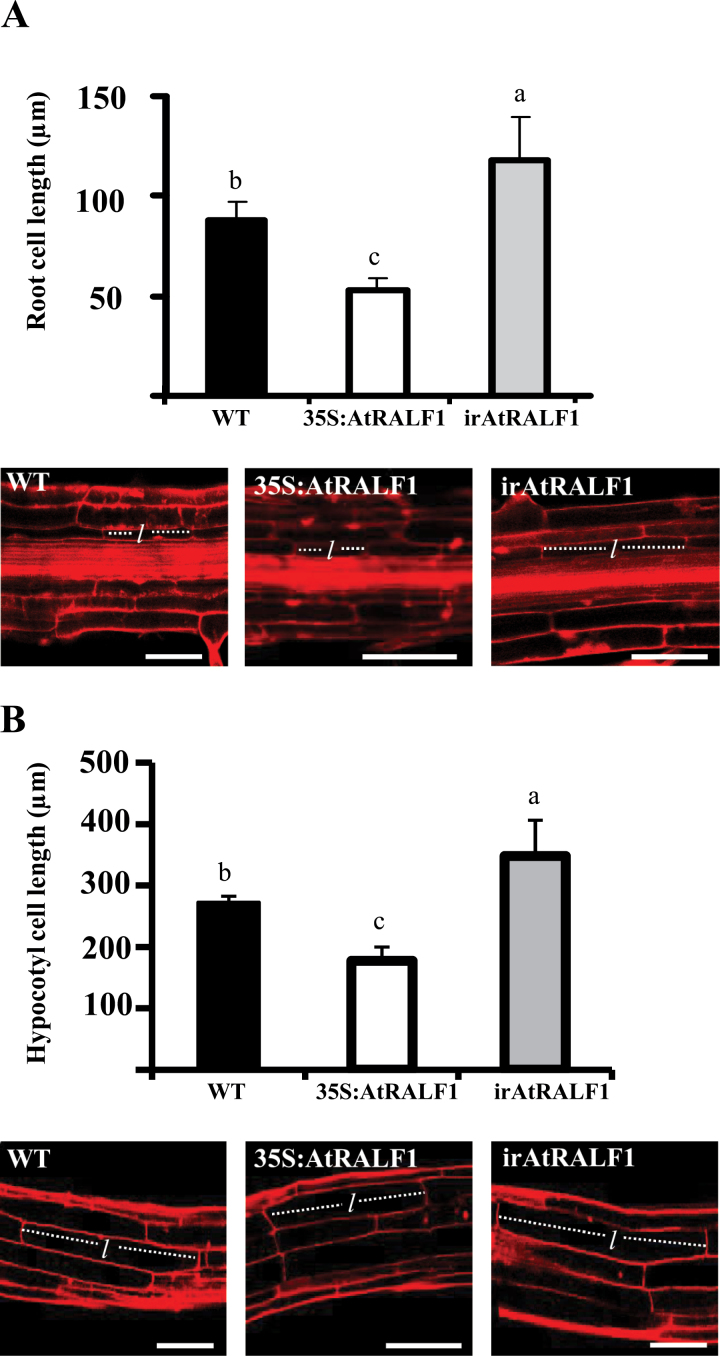
Root and hypocotyl cell length of *AtRALF1*-overexpressing (35S:AtRALF1) and *AtRALF1*-silenced (irAtRALF1) transgenic lines. (A) Root cell length of 35S:AtRALF1 plants (black columns) and irAtRALF1 (grey columns) plants. Panels below the graph are confocal images of the root differentiation zone. Cells from root endodermis of 10-d-old seedlings were measured (*n*=30 cells per root). WT, wild type. (B) Hypocotyl cell length of 35S:AtRALF1 (black columns) and irAtRALF1 (grey columns) plants. Panels below the graph are confocal images of the base of hypocotyls. Epidermal cells from hypocotyls of 10-d-old seedlings were measured (*n*=6 cells per hypocotyl). Error bars indicate SD. Columns followed by the same letter are not significantly different (*P*<0.01). Bars, 100 µm. The length of representative cells is indicated by ‘*l*’. (This figure is available in colour at *JXB* online.)

### AtRALF1 induces the expression of genes involved in cell-wall rearrangement

To understand the mechanism by which the AtRALF1 peptide inhibits cell elongation, we took advantage of an experiment comparing gene expression in 35S:AtRALF1 and wild-type seedlings whose results are deposited in the NCBI Gene Expression Omnibus (Edgar *et al.*, 2002) and are accessible using GEO Series accession number GSE641 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE641). 

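The deposited data are 4 Affymetrix arrays of whole 7-d-old seedlings, 2 of a control and 2 of 35S:AtRALF1 plants, in which the AtRALF1 coding sequence is driven by the strong, near-ubiquitous cauliflower mosaic virus 35S promoter. For each sample, RNA of 2 genotypes was mixed in equal parts. The control combined wild-type plants with plants carrying the empty vector, and the 35S:AtRALF1 samples combined a pair of transgenic lines, whose transgene the sample labels call AtRALF1-1. Seedlings were grown on vertical plates at 24 °C with a 16 h day after 48 h in the cold. Each group has a first and a second repeat. The labels do not say whether these are separate plantings or repeat hybridizations, so the p-values measure only the spread between these samples, which may be technical. The deposited values are linear signal intensities, 1 per probe set, which the authors had already scaled: the mean without the highest and lowest 2% of values is 125.0 in each array. The median signals were 50.5 and 46.1 in the control arrays and 48.5 and 42.0 in the 35S:AtRALF1 arrays. The software that summarized the probe sets is not given in the sources used here, and no detection calls were used, so a low signal cannot be told from background. After removal of 64 control probe sets, 22746 were compared on the log2(signal + 16) scale with limma, which understates changes of dim genes. The table used to name genes gives 1 gene for 13513 probe sets, several for 503 and none for 8730. AtRALF1 is not among the named genes, so the level of the transgene was not analysed here.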

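Genes for structural proteins of the cell wall, mostly extensins, and genes of root hairs stood higher in 35S:AtRALF1 seedlings as groups. This held at a preset correlation between genes (limma camera, adjusted p = 0.141 for each group with an estimated correlation). The estimated version rests on 2 degrees of freedom, those left between the arrays, so it has little power. No single probe set passed the test over the whole array. A list of 28 genes for proline-rich, hydroxyproline-rich, extensin and leucine-rich repeat extensin proteins had 12 measured members, those with a probe set named for them alone. None of the list's PRP genes was among the 12, which are extensin genes, AtHRGP2 and 2 leucine-rich repeat extensin genes. The result therefore does not cover PRP genes. Of these 12, 9 had a positive log2 fold change, with a median of 0.75 (limma camera, adjusted p = 1.33e-07 over 6 lists). None passed when adjusted over all probe sets, and 7 were higher and 0 lower when adjusted over the list alone, each at an adjusted p of 0.0477 from limma. The 7 include AT5G19800 (AtHRGP2), which the study selected with the help of these arrays. Their adjusted p lies close to the threshold of 0.05 and depends on that gene. Adjusted in the same way over the other 11 members alone, none of the limma p-values would be under 0.05. Among the 7, AT1G26250 had a signal of 93.5 ± 9.55 (SD, n = 2) in the control and 243.6 ± 80.8 (SD, n = 2) in 35S:AtRALF1, a log2 fold change of 1.21 (standard error 0.31). AT5G06630 had a log2 fold change of 0.98 (standard error 0.27) and AT3G28550 one of 0.94 (standard error 0.29; 0.60 with an offset of 64). Extensin genes are alike in sequence, and the probe sets of 4 of the 7, AT5G06630, AT1G23720, HRGP1 and AT4G08410, carry the array design's mark for probes shared with other transcripts. The leucine-rich repeat extensin genes AT3G24480 and AT4G18670 had log2 fold changes of -0.09 and -0.20.

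**Figure D1:**
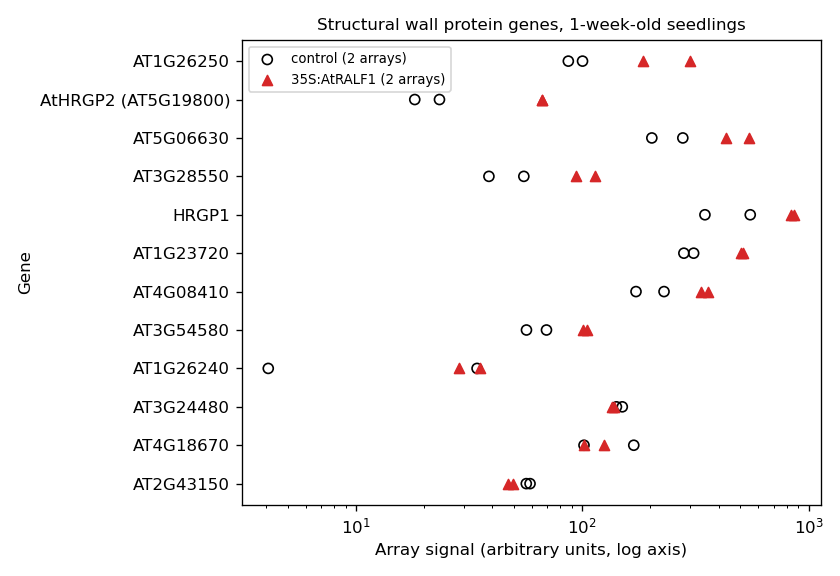
Array signal (arbitrary units, log axis) of the 12 measured structural wall protein genes in the 2 control arrays (open circles) and the 2 35S:AtRALF1 arrays (triangles), ordered by log2 fold change. In 8 genes both 35S:AtRALF1 arrays lie above both control arrays, and in 2 genes both lie below; chance gives 16.7% of genes in each direction.

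All 9 measured root hair genes, of 45 on the list, had positive log2 fold changes, with a median of 0.51 (camera, adjusted p = 1.33e-07, and 0.141 with an estimated correlation). When adjusted over the list alone, 4 were higher and 0 lower. The rest of the list had no probe set named for them alone and was not analysed. XTH26, 1 of the 9, had signals of 1.9 to 3.2, which cannot be told from background. The peroxidase genes AT1G30870 and AT4G26010 had log2 fold changes of 1.08 (standard error 0.22) and 0.92 (standard error 0.23), each with an adjusted p of 0.0332 from limma when adjusted over the list alone. EXPA18 and EXPA7, expansins of root hair cells, had values of 0.51 and 0.48. The root hair and structural protein lists share 2 genes, 1 of them AT5G19800, which the study selected with the help of these arrays and which is therefore not independent evidence. Without it the adjusted p of each list was 4.96e-06 from camera (0.275 for structural proteins and 0.230 for root hairs with an estimated correlation). In the same whole seedlings, 22 of 24 nuclear genes of photosynthesis, a set formed after the data had been examined, had a negative log2 fold change, with a median of -0.24 (camera, adjusted p = 0.0418 over 32 sets; adjusted p = 0.841 with an estimated correlation), as did 55 of 69 plastid-encoded genes (adjusted p = 0.0978; adjusted p = 0.842 with an estimated correlation). For the nuclear set the adjusted p was 0.784 without 35S:AtRALF1 replicate 2, 0.437 without control replicate 1 and 0.0550 without control replicate 2. For the plastid-encoded set it was 1.15e-08 without 35S:AtRALF1 replicate 2 and 0.00765 without control replicate 1, and the direction reversed without control replicate 2 (0.999) and without 35S:AtRALF1 replicate 1 (0.166). Both sets also differed between the repeats. Second against first, the nuclear set had a median of -0.38 (camera, adjusted p = 0.0128) and the plastid-encoded set one of 0.46 (adjusted p = 1.29e-08). With an estimated correlation the adjusted p was 0.780 for each. These medians are larger in size than the -0.24 and -0.31 between the groups. Each repeat holds an array of each group, so their size does not decide whether the groups differ. With an array left out the repeats are no longer balanced, so those values carry part of the difference between repeats. Neither the left-out fits nor the repeats settle whether these sets changed in 35S:AtRALF1. The other growth-related groups did not pass the test. Of 10 xyloglucan endotransglucosylase/hydrolase (XTH) genes, which cut and rejoin wall xyloglucan, none passed in either adjustment (camera, adjusted p = 0.257, and 0.0279 without control replicate 2). XTH18 had a log2 fold change of 0.97 and XTH20 one of 0.67 (0.41 with an offset of 64). Of 16 expansin genes, none passed (adjusted p = 0.316, and 0.0398 without 35S:AtRALF1 replicate 1), with EXPB3 at -1.06 and EXLA3 at 0.83 (1.34 with an offset of 1 and 0.38 with 64). The 5 auxin-response genes had an adjusted p of 0.189. 
Over all probe sets, limma called 0 higher and 0 lower at an adjusted p under 0.05. At an unadjusted p under 0.05 from limma there were 458 higher and 522 lower, together 980, where the threshold alone gives 1137. A single probe set was called when only the 60% with the highest signal were tested. Of genes with the smallest p, none past the threshold, ARL, an ARGOS-like gene that promotes cell expansion, had a signal of 98.4 ± 7.42 in the control and 296.8 ± 38.0 in 35S:AtRALF1 (SD, n = 2 each), a log2 fold change of 1.45 (standard error 0.23). AT1G72060 had a log2 fold change of 1.61 and AT1G19380 one of 2.17. On the other side, AT5G45960 had one of -1.50 and AT4G39130 one of -1.15, from control signals of 44.9 and 23.1, below the median of the array. These log2 fold changes depend on the offset: they were -2.85 and -3.27 with 1 in place of 16, and -0.65 and -0.41 with 64. A change of at least 2-fold between 35S:AtRALF1 and control was seen in at least 1 repeat for 2171 probe sets, in both repeats upward for 68 and downward for 55 (12.3 and 17.2 if the repeats were independent), and in opposite directions for 39 (30.1 if independent). Between the 2 control arrays 1330 probe sets differed 2-fold, and between the 2 35S:AtRALF1 arrays 2365; these pairs of arrays are of different repeats. These counts depend on the offset: with 1 in place of 16 the first is 7171, and with 64 it is 430.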

We selected candidate genes to be validated using the following criteria: gene expression is altered in at least one sample; the gene is expressed in roots; and the gene is involved in cell elongation, growth, or expansion. We validated four genes, two that encode PRPs (*AtPRP1*, At1g54970, and *AtPRP3*, At3g62680), one that encodes a hydroxyproline-rich glycoprotein (here named *AtHRGP2*, At5g19800), and the XET gene *TOUCH4* (*TCH4*, At5g57560). All of these genes are upregulated in 35S:AtRALF1 plants, as predicted by the microarray data and confirmed by RT-PCR and qRT-PCR (Fig. 3A, B, see Supplementary Table S2, available at *JXB* online for ratios of the band intensities). 

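AtHRGP2 (AT5G19800), the hydroxyproline-rich glycoprotein gene, was the 1 gene of this set that could be followed on the arrays. Its signal was 18.2 and 23.4 in the control arrays and 66.6 and 66.4 in the 35S:AtRALF1 arrays, 20.8 ± 3.68 against 66.5 ± 0.141 (SD, n = 2 each), a ratio of 3.20. Both control signals lie below the 40th percentile of their arrays (34.6 and 32.3), where a signal cannot be told from background, so the ratio is uncertain. The log2 fold change was 1.17 (standard error 0.27), and 1.64 with an offset of 1 and 0.62 with 64 in place of 16. It did not pass over all probe sets (adjusted p = 0.987 from limma). The log2 fold change was 1.07 to 1.27 with any 1 array left out. With 2 samples against 2, an exact permutation test cannot give a p below 0.333. For comparison, the paper's reported ratio from RT-PCR band intensities is 3.14, measured in roots of older plants against the wild type. GAPC2, the GAPDH gene that the paper used as the RT-PCR control, had a signal of 6323 ± 672 in the control and 5795 ± 1339 in 35S:AtRALF1 (SD, n = 2 each), a log2 fold change of -0.14 (standard error 0.33, adjusted p = 0.995 from limma), and 0.10 without 35S:AtRALF1 replicate 1. AtPRP1, AtPRP3 and TCH4 are not named in the table used here and were not analysed. The paper states that all 4 genes have higher transcript levels in 35S:AtRALF1 plants, and cites the arrays, RT-PCR and qRT-PCR for this (Fig. 3A, B).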

Of the four AtRALF1-upregulated genes, *AtPRP1* and *TCH4* were also downregulated in irAtRALF1 plants. *AtPRP3* and *AtHRGP2* transcript levels in wild-type and irAtRALF1 plants were not significantly different. At least two reasons could be proposed to explain the normal expression levels of the *AtPRP3* and *AtHRGP2* genes in the irAtRALF1 plants. The first is that the residual level of *AtRALF1* expression in our knockdown line could be sufficient to support detectable levels of both *AtPRP3* and *AtHRGP2* expression. The second reason is related to the 37 RALF isoforms in the *Arabidopsis* genome and the possible functional redundancy of these genes. The lack of specificity for the *Arabidopsis* RALF isoforms can be inferred from the similarity of the independently obtained semi-dwarf phenotypes caused by the overexpression of AtRALF1, AtRALF23, or AtRALF8 (Matos *et al.*, 2008; Srivastava *et al.*, 2009; Atkinson *et al.*, 2013). In our irAtRALF1 line, we showed that the closest AtRALF isoforms were not affected by the AtRALF1 RNA interference construct (Supplementary Fig. S3 available at *JXB* online); in this case, any other AtRALF isoform that is expressed in roots could be responsible for maintaining the normal *AtPRP3* and *AtHRGP2* gene expression levels. Wild-type plants treated with exogenous _His_AtRALF1 exhibited the induction of all four genes in a _His_AtRALF1-concentration dependent manner (Fig. 3C, see Supplementary Table S2, available at *JXB* online, for ratios of the band intensities). Gene induction was rapid and could be detected by RT-PCR in as little as 30min using 0.1 μM _His_AtRALF1. After 3h of exposure to the peptide, all genes, except *TCH4*, returned to basal levels (Supplementary Fig. S4 available at *JXB* online). Both the fast response and the fact that expression returned to control levels after only 3h suggested a rapid turnover of the peptide or a mechanism of desensitization. The concentration dependence also suggested that the induction over time may be dependent on the availability of the signal. Desensitization has been shown for the peptide systemin (Yalamanchili and Stratmann, 2002), and the rapid degradation of RALF peptides in poplar cell culture medium has also been suggested (Haruta and Constabel, 2003).

**Fig. 3.**
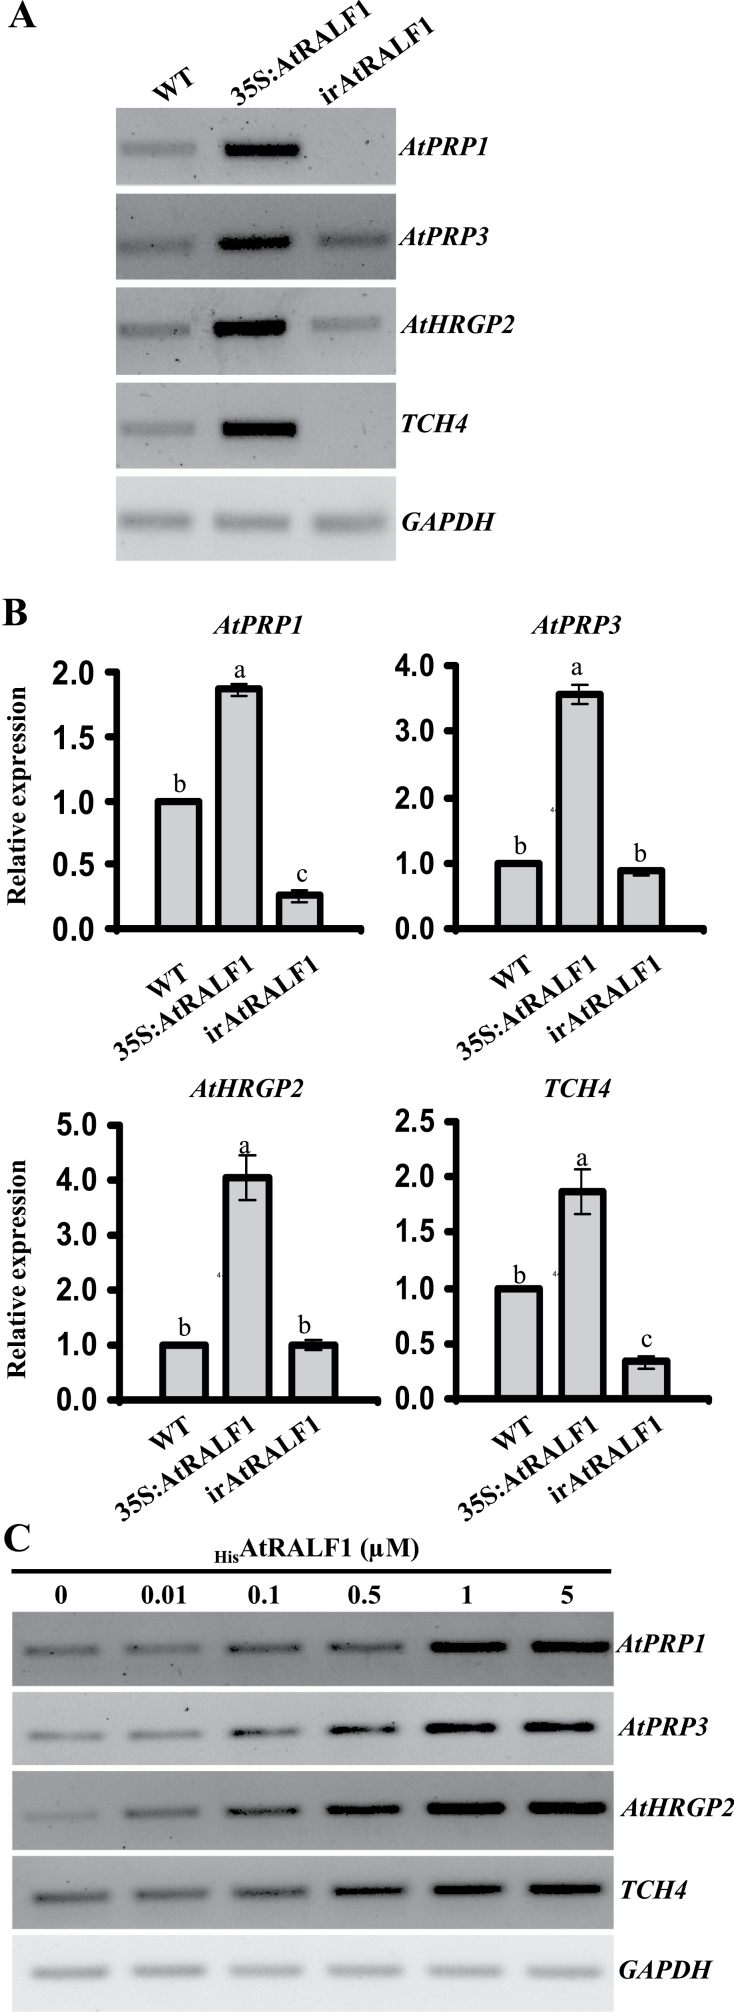
AtRALF1-inducible genes. (A, B) Semi-quantitative RT-PCR (A) and qRT-PCR gene expression analyses (B) performed in roots of 10-d-old *AtRALF1*-overexpressing (35S:AtRALF1), *AtRALF1*-silenced (irAtRALF1) transgenic lines and wild-type (WT) plants. Error bars indicate SD. Columns followed by the same letter are not significantly different (*P*<0.01). (C) Semi-quantitative RT-PCR gene expression analyses performed in roots of _His_AtRALF1-treated 10-d-old wild-type plants. Total RNA was extracted from roots of plants after 30min of treatment with different concentrations of the peptide. *GAPDH* expression was used as a control. *AtPRP1* and *AtPRP3*, proline-rich proteins 1 and 3 (*AtPRP1*, At1g54970 and *AtPRP3*, At3g62680); *AtHRGP2*, hydroxyproline-rich glycoprotein (At5g19800); *TCH4*, XET gene *TOUCH4* (At5g57560); *GAPDH*, glyceraldehyde-3-phosphate dehydrogenase (At1g13440). All experiments were repeated at least three times (independent biological replicates).

Cell expansion is the result of the deposition of new cell-wall material and the rearrangement of the existing cell walls. PRPs are structural cell-wall proteins that have been linked to the wound response and to plant development (Tierney *et al.*, 1988; Hong *et al.*, 1990; Carpita and Gibeaut, 1993; Showalter, 1993). The *AtPRP1* and *AtPRP3* genes are expressed only in roots and are most likely involved in epidermal cell differentiation (Fowler *et al.*, 1999; Bernhardt and Tierney, 2000; Bruex *et al.*, 2012). Although its function is still unknown, the *AtHRGP2* gene was induced 2h after treatment with cytokinin (Lee *et al.*, 2007), and its transcript was detected at high levels in the *cl3egl3* mutant, which produces excessive root-hair cells. It was also found as a low-level transcript in *cpctry*, a non-hair-cell mutant line (Bruex *et al.*, 2012). The *TCH4* gene encodes a XET involved in cell-wall rearrangement and is expressed in young expanding leaves, lateral root primordial, and elongating hypocotyls, among other tissues (Xu *et al.*, 1995). The *TCH4* gene is regulated by several environmental stimuli such as cold, heat, and touch, as well as by hormones such as auxin and BRs. Auxin-stimulated induction occurs after 30min, similar to AtRALF1 induction, whereas BR induction occurs later and is detectable only 2h after treatment (Xu *et al.*, 1995 and Supplementary Fig. S5 available at *JXB* online). The identity of the AtRALF1-induced genes suggested that the effect of RALF in plant tissues may be a product of cell-wall rearrangement resulting in wall stiffening. High levels of the peptide in 35S:AtRALF1 plants and in plants treated with exogenous _His_AtRALF1 could cause premature wall hardening, which would prevent full elongation and result in smaller cells and plants.

### AtRALF1 opposes BL effects

Mingossi *et al.* (2010) showed that SacRALF peptides isolated from sugarcane are probably involved in cell expansion because their coding genes are expressed in expanding tissues. However, it is unclear why a peptide whose actions lead to a halt in cell elongation is located in regions of cell expansion. We hypothesize that RALF counteracts other signals that promote cell elongation. Among the signals that have been associated with cell elongation, BR is a good candidate because BL has been shown to downregulate *AtRALF23* gene expression, and plants transformed with the *AtRALF23* gene under the control of the 35S promoter exhibited impaired BL-induced hypocotyl elongation (Srivastava *et al.*, 2009). As opposed to *AtRALF23*, *AtRALF1* gene expression is not affected by BL (Srivastava *et al.*, 2009).

Primary root elongation, hypocotyl elongation, and lateral root formation are three well-known effects of exogenously applied BR in *Arabidopsis* plants (Müssig *et al.*, 2003; Bao *et al.*, 2004; Clouse, 2011). BL induces root growth at 0.01, 0.1, and 1nM concentrations (Sasse, 1994; Müssig *et al.*, 2003). Transgenic plants overexpressing *AtRALF1* (35S:AtRALF1) were less sensitive to root growth-stimulating doses of BL, whereas plants with low levels of *AtRALF1* (irAtRALF1) were sensitive to the same concentrations (Fig. 4A). When compared with untreated plants, irAtRALF1 and wild-type plants showed 150 and 200% average increases in root growth, respectively, when treated with 0.1nM BL (Fig. 4A). When both 35S:AtRALF1 and irAtRALF1 transgenic plants were exposed to higher concentrations of BL (10 and 100nM), the characteristic inhibitory effect of BL on root growth was observed (Fig. 4A, and Roddick *et al.*, 1993; Müssig *et al.*, 2003). BRs act as inhibitors if a threshold level is exceeded, and this threshold level is dependent on the genotype (Müssig *et al.*, 2003); the 35S:AtRALF1 genotype was more sensitive to inhibitory concentrations of BL. Roots from 35S:AtRALF1 plants treated with 10nM BL were shorter than those from untreated plants (0 BL), whereas wild-type and irAtRALF1 plants exposed to the same concentration did not differ from the untreated plants, indicating that the threshold was lower in the 35S:AtRALF1 plants than in wild-type plants (Fig. 4A).

**Fig. 4.**
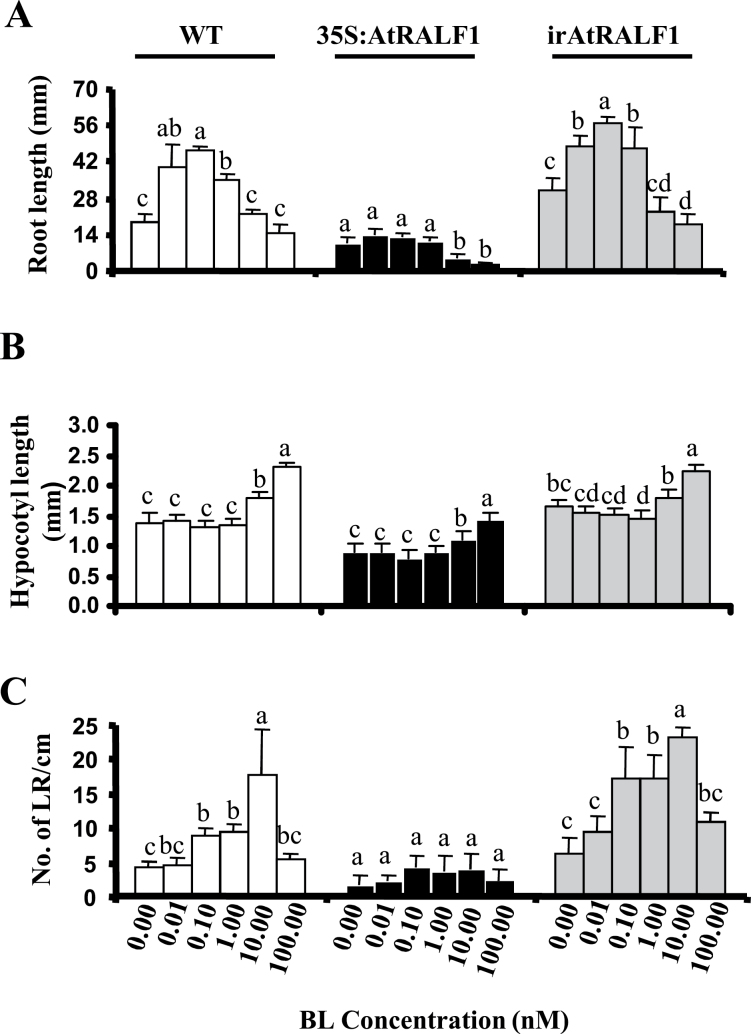
AtRALF1-overexpressing (35S:AtRALF1, black columns), AtRALF1-silencing (irAtRALF1, grey columns) transgenic lines and wild-type (WT) plants (white columns) treated with different concentrations of BL. (A) Root length. (B) Hypocotyl length of light-grown plants. (C) Number of emerged lateral roots per cm. Root length, hypocotyl length, and number of emerged lateral roots were measured in 10-d-old seedlings (*n*>30) grown in the presence of different concentrations of BL. Error bars indicate SD. Statistical analysis was made for each genetic background separately. Columns within each genotype that are followed by the same letter are not significantly different (*P*<0.01). All experiments were repeated at least three times.

BL also induces hypocotyl elongation in light conditions (Mandava, 1988; Sasse, 1990; Clouse and Sasse, 1998). The BL-induced hypocotyl elongation response was 5 and 10% smaller in 35S:AtRALF1 plants exposed to 10 and 100nM BL, respectively, than in wild-type plants. However, the concentrations that caused elongation were the same within each genotype (Fig. 4B). Plants overexpressing *AtRALF1* already have shorter hypocotyls (64.3% of wild type), and when both 35S:AtRALF1 and wild-type plants were treated with BL, 35S:AtRALF1 plants had hypocotyls that were 56.5% smaller than those of wild-type plants (Fig. 4B). A similar response was reported for plants that overexpress *AtRALF23* (Srivastava *et al.*, 2009). Hypocotyls of light-grown irAtRALF1 plants are larger than hypocotyls of wild-type plants. In addition, when irAtRALF1 plants are exposed to BL, they elongate further but do not surpass the size of the hypocotyls of BL-treated wild-type plants, suggesting the lack of additive effects (Fig. 4B). One reason for the limited hypocotyl elongation response in irAtRALF1 plants could be that the cells had reached the limit of elongation in our experimental conditions, and even with an additional stimulus, they would not have been able to overcome light-mediated inhibition. A similar response has been described for auxin-overproducing plants (Romano *et al.*, 1995). Although the *AtRALF1* gene is mainly expressed in roots, we noticed that 35S:AtRALF1 plants, due to ectopic expression of the *AtRALF1* gene, also exhibited a compromised sensitivity to BL when rosette width and leaf length were evaluated (Supplementary Fig. S6 available at *JXB* online).

BL increases the lateral root number in *Arabidopsis* plants (Bao *et al.*, 2004). Plants overexpressing *AtRALF1* already have a reduced number of emerged lateral roots, and this number remained unchanged even upon treatment with high concentrations (e.g. 10nM) of BL (Fig. 4C). AtRALF1-silenced plants, which already have a large number of emerged lateral roots, exhibited further increases once treated with BL (Fig. 4C). Bao *et al.* (2004) showed that BL and auxin act synergistically to promote increased lateral root numbers. However, auxin appears to be a central player in the regulation of lateral root formation (Blakely *et al.*, 1982; Casimiro *et al.*, 2001; Péret *et al.*, 2009). To investigate if the peptide effect also opposes auxins in the formation of lateral roots, the transgenic plants were treated with IAA. Both overexpression (35S:AtRALF1) and suppression (irAtRALF1) of the peptide had no effect on IAA treatment, as both genotypes showed increased lateral root formation upon IAA treatment (Supplementary Fig. S7 available at *JXB* online). Our data regarding the effects of BL and IAA on lateral root formation showed that RALF opposes only BL and not IAA, suggesting that AtRALF1 acts downstream of or in parallel with IAA.

BL has a different and opposite effect on hypocotyl elongation when it is applied under dark rather than light conditions. Specifically, BL promotes elongation when seedlings are exposed to light and inhibits elongation when seedlings are grown in the dark (Mandava, 1988; Turk *et al.*, 2003). To analyse whether the opposing effects of AtRALF1 and BL would be maintained even under conditions in which BL has an inhibitory effect, we simultaneously treated seedlings with _His_AtRALF1 and high concentrations of BL (50 and 500nM) under both light and dark conditions. _His_AtRALF1 decreased hypocotyl elongation in plants grown in both light and dark conditions (Fig. 5). In light conditions, _His_AtRALF1 slightly inhibited the full effect of BL-induced hypocotyl elongation, even at high BL concentrations such as 500nM (Fig. 5A). In etiolated plants, in which BL inhibits hypocotyl elongation (Turk *et al.*, 2003), treatment with the _His_AtRALF1 peptide and BL led to an even greater decrease in elongation, demonstrating the characteristics of an additive effect (Fig. 5B).

**Fig. 5.**
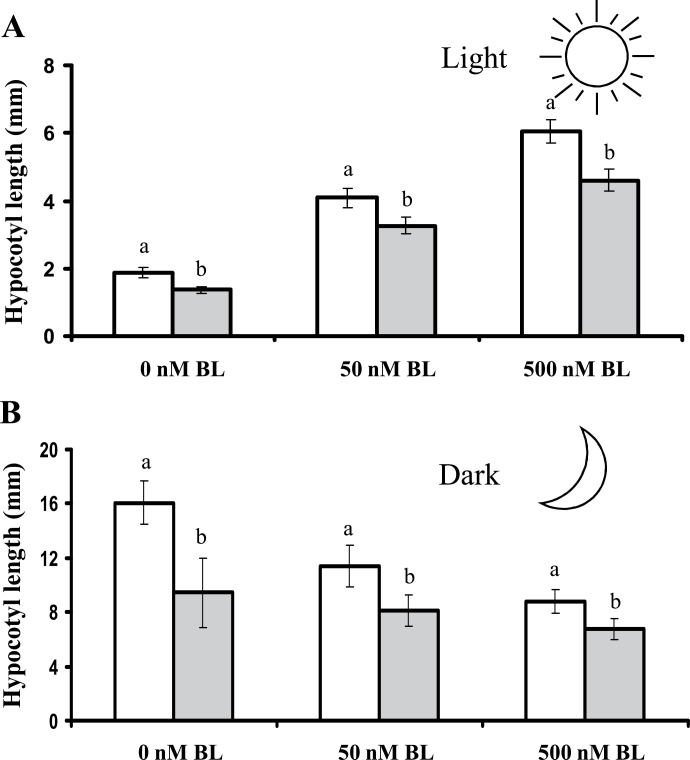
AtRALF1 effect on hypocotyl elongation in the presence or absence of BL at high concentrations. (A) Hypocotyl length of light-grown 5-d-old seedlings _His_AtRALF1 treated (1 µM, grey columns) or untreated (control, white columns). (B) Hypocotyl elongation of dark-grown 5-d-old seedlings _His_AtRALF1 treated (1 µM, grey columns) or untreated (control, white columns). Error bars indicate SD. Within each concentration of BL, columns followed by the same letter are not significantly different (*P*<0.01). All experiments were repeated at least three times.

BL is known as a growth-promoting hormone, and a role for RALF in the regulation of cell expansion has also been proposed. Our data showed opposite roles for AtRALF1 and BL during primary root elongation, hypocotyl elongation, and lateral root formation. An additive effect of BL and AtRALF1 was only observed on the inhibition of hypocotyl elongation when high concentrations of BL were applied to dark-grown seedlings. Overall, these results are consistent with independent, opposite effects of BR and AtRALF1 on cell elongation.

### AtRALF1 induces genes of the BL biosynthetic pathway

To investigate further the effect of AtRALF1 on BL responses, we evaluated two BL-downregulated genes that encode cytochrome P450 monooxygenases, *CONSTITUTIVE PHOTOMORPHISM AND DWARFISM* (*CPD*) and *DWARF4* (*DWF4*), both of which are involved in the biosynthesis of BRs (Mathur *et al.*, 1998; Goda *et al.*, 2002). Roots from plants that overexpressed *AtRALF1* showed high levels of *CPD* and *DWF4* mRNA (Fig. 6A, B; see Supplementary Table S2 (available at *JXB* online) for ratios of the band intensities). In irAtRALF1 plants, the mRNA levels of the *CPD* gene were lower than in the wild type, whereas transcript levels for *DWF4* were similar to those of the wild type (Fig. 6A, B). When *Arabidopsis* plants were exposed to increasing concentrations of exogenously applied _His_AtRALF1, the *CPD* and *DWF4* genes also exhibited increased expression in roots, as demonstrated by RT-PCR (Fig. 6C; see Supplementary Table S2 (available at *JXB* online) for ratios of the band intensities). The gene expression analyses of two BL-downregulated genes again showed opposite roles for AtRALF1 and BL. The AtRALF1-mediated induction of these genes could be one way that plants have evolved to counteract excess RALF, perhaps by seeking a physiological equilibrium between RALF and BL. Coordination of the cellular progression mediated by BR in roots demands a refined balance of this hormone (González-García *et al.*, 2011; Hacham *et al.*, 2011). The compromised sensitivity to BL of the plants overexpressing AtRALF1 and the AtRALF1 induction of two genes involved in BR biosynthesis also suggest that AtRALF1 may be used as a signal to counteract BR-regulated cell growth.

**Fig. 6.**
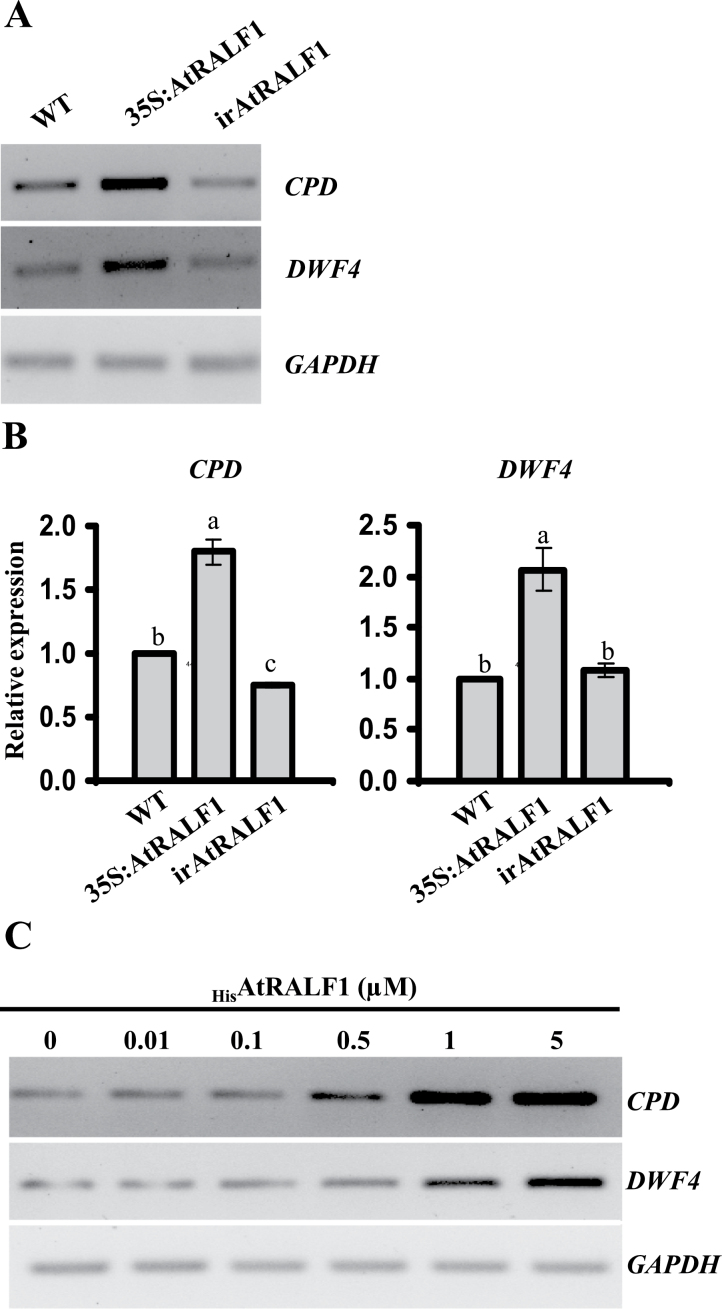
AtRALF1 effect on BL-downregulated genes *CPD* (At5g05690) and *DWF4* (At3g50660). (A, B) Semi-quantitative RT-PCR gene expression analyses performed in roots of 10-d-old AtRALF1-overexpressing (35S:AtRALF1) and AtRALF1-silenced (irAtRALF1) transgenic lines and wild-type plants (A) and quantitative qRT-PCR gene expression analyses (B). Error bars indicate SD. Columns followed by the same letter are not significantly different (*P*<0.01). (C) Semi-quantitative RT-PCR gene expression analyses performed in roots of _His_AtRALF1-treated 10-d-old wild-type plants. Total RNA was extracted from roots of plants after 30min of treatment with different concentrations of the peptide. *GAPDH* (At1g13440) expression was used as a control. All experiments were repeated at least three times (independent biological replicates).

### BL decreases the mRNA levels of genes upregulated by AtRALF1

Our study of plants simultaneously exposed to AtRALF1 and BL also suggested opposite effects of the two signals on cell elongation, and transgenic 35S:AtRALF1 plants showed a compromised response when treated with exogenous BL (Figs 4 and 5). To gain further insight into the molecular mechanism behind this inhibitory action of AtRALF1 on BL, we investigated how the expression of the AtRALF1-inducible genes, *AtPRP1*, *AtPRP3*, *AtHRGP2*, *TCH4*, *CPD*, and *DWF4*, would be affected upon simultaneous treatment with AtRALF1 and BL. BL treatment by itself had no effect on *AtPRP1*, *AtPRP3*, and *AtHRGP2* gene expression and, as expected, induced *TCH4* at later time points and downregulated *DWF4* (Fig. 7 and Supplementary Fig. S5, available at *JXB* online; see Supplementary Table S2, available at *JXB* online, for ratios of the band intensities) (Xu *et al.*, 1995; Mathur *et al.*, 1998; Goda *et al.*, 2002). The downregulation of *CPD* was not statistically significant at 30min but was clear at the 3h time point (Supplementary Fig. S8 available at *JXB* online). *DWF4* was also downregulated by BL treatment at the 3h time point (Supplementary Fig. S8 available at *JXB* online). When plants were simultaneously treated with _His_AtRALF1 and BL, the *AtPRP1*, *AtPRP3*, and *AtHRGP2* genes were induced but to a lesser degree compared with the induction by _His_AtRALF1 treatment alone (Fig. 7A, B). The *TCH4* gene was induced faster by _His_AtRALF1 than by BL treatment, and the simultaneous addition of _His_AtRALF1 and BL resulted in an intermediate level of induction (Fig. 7A, B). Xu *et al.* (1995) reported that *TCH4* mRNA levels were weakly induced 30min after BL treatment. *AtPRP1*, *AtPRP3*, *AtHRGP2*, *CPD*, and *DWF4* mRNAs all returned to control levels by 3h after _His_AtRALF1 treatment (Supplementary Fig. S8 available at *JXB* online). The *TCH4* gene remained induced until the end of the experiment (3h).

**Fig. 7.**
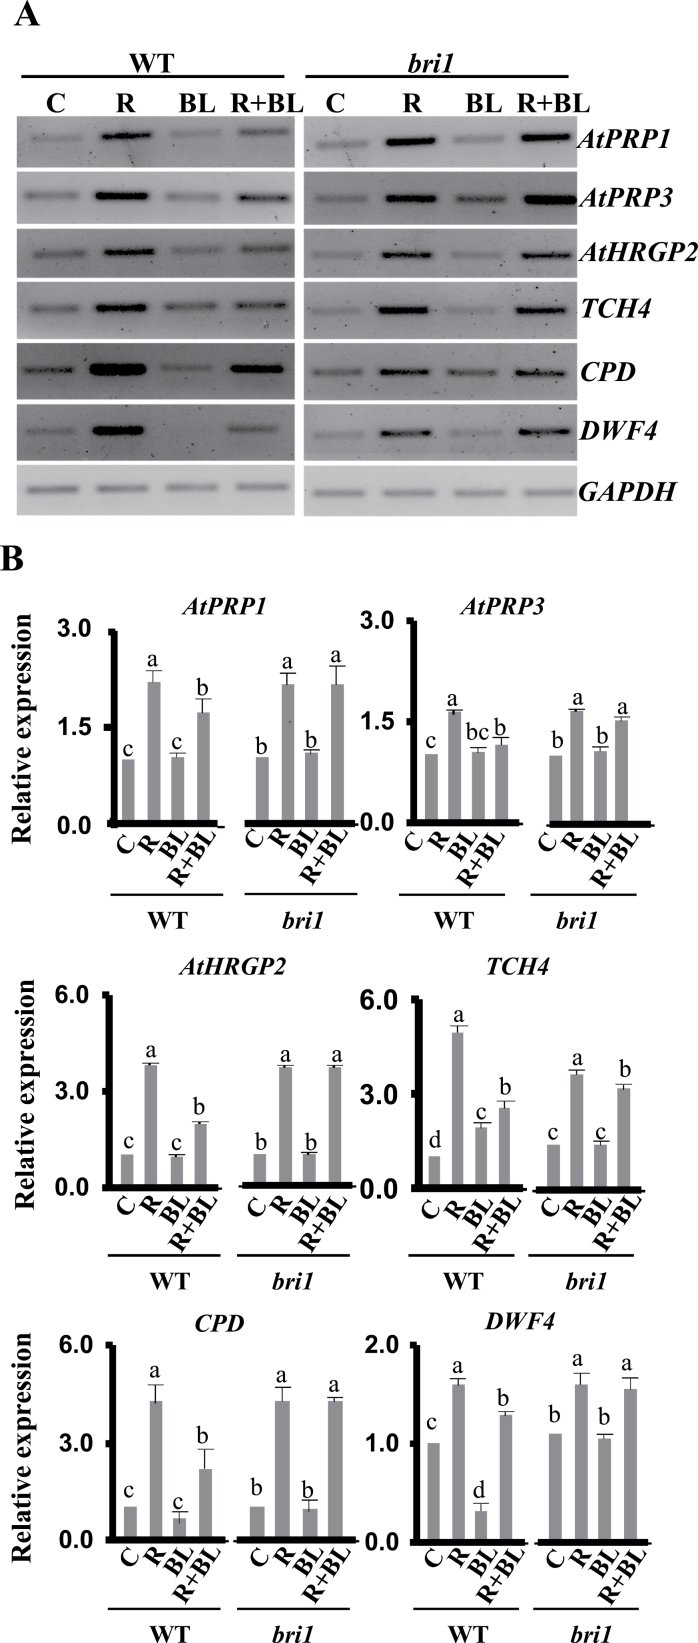
Gene expression analyses of AtRALF1-inducible genes upon simultaneous treatment with _His_AtRALF1 (R, 1 μM for 30min) and BL (1 μM for 30min). (A) Semi-quantitative RT-PCR performed using total RNA extracted from roots of untreated (C, control plants) or treated (R, BL, or R+BL) 10-d-old wild-type (WT) or BL-insensitive mutant *bri1* plants. (B) qRT-PCR performed using total RNA extracted from roots of untreated (C, control plants) or treated (R, BL, or R+BL) 10-d-old wild-type (WT) or BL-insensitive mutant *bri*1 plants. *GAPDH* expression was used as a control. *AtPRP1* and *AtPRP3*, proline-rich proteins 1 and 3 (*AtPRP1*, At1g54970, and *AtPRP3*, At3g62680); *AtHRGP2*, hydroxyproline-rich glycoprotein (At5g19800); *TCH4*, xyloglucan endotransglucosylase *TOUCH4* (At5g57560); *CPD*, constitutive photomorphism and dwarfism (At5g05690). *DWF4*, DWARF4 (At3g50660); *GAPDH*, glyceraldehyde-3-phosphate dehydrogenase (At1g13440). *DWF4* and *AtPRP1* were amplified using 26 and 29 PCR cycles, respectively. Error bars indicate SD. Statistical analysis was made for each genetic background separately. Columns within each genotype that are followed by the same letter are not significantly different (*P*<0.01). The experiment was performed at least three times (independent biological replicates).

*TCH4* gene induction has been studied in a BR-insensitive mutant (*bri1-2*), and it has been reported that the signalling pathways that lead to the activation of this gene are independent or at least convergent at a point downstream of the BR receptor (Iliev *et al.*, 2002). This seems to be the case for the AtRALF1-mediated induction of the *TCH4* gene because its response is not compromised in the *bri1* mutant. AtRALF1 and BL may share a subset of transcription factors responsible for *TCH4* induction. The sharing of different regulatory elements was reported in a promoter deletion study of the *TCH4* gene (Iliev *et al.*, 2002). The sharing of transcription factors could also explain the lower level of induction of AtRALF1-inducible genes upon simultaneous treatment with RALF and BL. The recruitment of shared transcription factors by BL could limit a full AtRALF1 response.

When evaluated after simultaneous treatment with the peptide and BL, the BR biosynthetic genes *CPD* and *DWF4* also showed reduced mRNA expression levels when compared with the _His_AtRALF1 treatment alone (Fig. 7A, B). To confirm that BR sensing is required to minimize the induction of the RALF-inducible genes, we evaluated the combined responses in the *bri1* mutant (Clouse *et al.*, 1996). Although *bri1* mutant plants have proportionally shorter roots, treatment with the AtRALF1 peptide showed an even higher inhibition of root growth (Supplementary Fig. S9 available at *JXB* online). *bri1* plants exposed to the same treatments performed in the wild type showed that *bri1* only responded to _His_AtRALF1, and no reduction in gene expression was observed upon simultaneous BL/_His_AtRALF1 treatment (Fig. 7A, B). The *TCH4* gene was the only one to show a minor decrease in *bri1* plants treated with both _His_AtRALF1 and BL. *TCH4* responds to a complex set of signals, including auxin, BRs, environmental stimuli, and development. The inhibition of a full AtRALF1 response when *bri1* plants are treated with _His_AtRALF1 and BL could mean that BL is perhaps inhibiting AtRALF1 through one of the other BL receptors that have specific functions in cell growth (Caño-Delgado *et al.*, 2004).

### Supplementary data

Supplementary data are available at *JXB* online.

Supplementary Fig. S1. Exogenous _His_AtRALF1 effect on root length and hypocotyl elongation in irAtRALF1 plants.

Supplementary Fig. S2. *AtRALF1*-overexpressing (35S:AtRALF1) and *AtRALF1*-silenced (irAtRALF1) transgenic lines.

Supplementary Fig. S3. Semi-quantitative RT-PCR gene expression analyses performed in roots of 10-d-old AtRALF1-silenced (irAtRALF1) and wild-type (WT) plants.

Supplementary Fig. S4. Semi-quantitative RT-PCR gene expression analyses performed in roots of untreated (WT) and _His_AtRALF1-treated 10-d-old wild-type plants.

Supplementary Fig. S5. Time course analysis of the xyloglucan endotransglucosylase *TOUCH4* (At5g57560) gene expression after treatment with auxin, _His_AtRALF1 and brassinolide.

Supplementary Fig. S6. *AtRALF1*-overexpressing (35S:AtRALF1, black columns) and *AtRALF1*-silenced (irAtRALF1, grey columns) transgenic lines treated with different concentrations of brassinolide (BL).

Supplementary Fig. S7. Number of emerged lateral roots in *AtRALF1*-overexpressing (35S:AtRALF1, black columns) and *AtRALF1*-silenced (irAtRALF1, grey columns) transgenic lines treated with brassinolide (BL) or indole-3-acetic acid (IAA).

Supplementary Fig. S8. Gene expression analyses of AtRALF1-inducible genes upon simultaneous treatment with _His_AtRALF1 (R, 1 μM for 30min) and brassinolide (BL, 1 μM for 30min).

Supplementary Fig. S9. _His_AtRALF1 effect on root length in *bri1* mutants.

Supplementary Table S1. Primers used for cloning, quantitative and semi-quantitative RT-PCR analyses.

Supplementary Table S2. Evaluation of RT-PCR signals via densitometry.

## Supplementary Material

Supplementary Data

## Abbreviations:

BL: brassinolide
BR: brassinosteroid
CT: threshold cycle
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
HRGP: hydroxyproline-rich glycoprotein
IAA: indole-3-acetic acid
MS: Murashige and Skoog
PRP: proline-rich protein
RALF: rapid alkalinization factor
SD: standard deviation.

## References

[CIT0001] AtkinsonNJLilleyCJUrwinPE 2013 Identification of genes involved in the response of Arabidopsis to simultaneous biotic and abiotic Stresses. Plant Physiology 162, 2028–20412380099110.1104/pp.113.222372PMC3729780

[CIT0002] BaoFShenJBradySRMudayGKAsamiTYangZ 2004 Brassinosteroids interact with auxin to promote lateral root development in *Arabidopsis* . Plant Physiology 134, 1624–16311504789510.1104/pp.103.036897PMC419836

[CIT0003] BenattiMRPenningBWCarpitaNCMcCannMC 2012 We are good to grow: dynamic integration of cell wall architecture with the machinery of growth. Frontiers in Plant Science 3, 1–62293693810.3389/fpls.2012.00187PMC3424494

[CIT0004] BernhardtCTierneyM 2000 Expression of AtPRP3, a proline-rich structural cell wall protein from *Arabidopsis*, is regulated by cell-type-specific developmental pathways involved in root hair formation. Plant Physiology 122, 705–7141071253310.1104/pp.122.3.705PMC58905

[CIT0005] BirnbaumKShashaDEWangJYJungJWLambertGMGalbraithDWBenfeyPN 2003 A gene expression map of the Arabidopsis root. Science 302, 1956–19601467130110.1126/science.1090022

[CIT0006] BlakelyLMDurhamMEvansTABlakelyRM 1982 Experimental studies on lateral root formation in radish seedling roots: I. General methods, developmental stages, and spontaneous formation of laterals. Botanical Gazette 143, 341–352

[CIT0007] BollerT 2005 Peptide signaling in plant development and self/non-self perception. Current Opinion in Cell Biology 17, 116–1221578058610.1016/j.ceb.2005.02.007

[CIT0008] BruexAKainkaryamRMWieckowskiY 2012 A gene regulatory network for root epidermis cell differentiation in *Arabidopsis* . PLoS Genetics 8, 1–2010.1371/journal.pgen.1002446PMC325729922253603

[CIT0009] Caño-DelgadoAYinYYuCVafeadosDMora-GarcíaSChengJCNamKHLiJChoryJ 2004 BRL1 and BRL3 are novel brassinosteroid receptors that function in vascular differentiation in *Arabidopsis* . Development 131, 5341–53511548633710.1242/dev.01403

[CIT0010] CarpitaNCGibeautDM 1993 Structural models of primary cell walls in flowering plants: consistency of molecular structure with the physical properties of the walls during growth. The Plant Journal 3, 1–30840159810.1111/j.1365-313x.1993.tb00007.x

[CIT0011] CasimiroIMarchantABhaleraoRP 2001 Auxin transport promotes *Arabidopsis* lateral root initiation. The Plant Cell 13, 843–8521128334010.1105/tpc.13.4.843PMC135543

[CIT0012] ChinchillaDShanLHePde VriesSKemmerlingB 2009 One for all: the receptor-associated kinase BAK1. Trends in Plant Science 14, 535–5411974830210.1016/j.tplants.2009.08.002PMC4391746

[CIT0013] CloughSJBentAS 1998 Floral dip: a simplified method for Agrobacterium-mediated transformation of *Arabidopsis thaliana* . The Plant Journal 16, 735–7431006907910.1046/j.1365-313x.1998.00343.x

[CIT0014] ClouseSD 2004 Brassinosteroid signal transduction and action. In: DaviesPJ, ed. Plant hormones, biosynthesis, signal transduction, action. Dordrecht, The Netherlands: Kluwer Academic Publishers, 204–220

[CIT0015] ClouseSD 2011 Brassinosteroid signal transduction: from receptor kinase activation to transcriptional networks regulating plant development. Plant Cell 23, 1219–12302150506810.1105/tpc.111.084475PMC3101532

[CIT0016] ClouseSDLangfordMMcMorrisTC 1996 A brassinosteroid-insensitive mutant in *Arabidopsis thaliana* exhibits multiple defects in growth and development. Plant Physiology 111, 671–678875467710.1104/pp.111.3.671PMC157882

[CIT0017] ClouseSDSasseJM 1998 Brassinosteroids: essential regulators of plant growth and development. Annual Reviews of Plant Physiology and Plant Molecular Biology 49, 427–45110.1146/annurev.arplant.49.1.42715012241

[CIT0018] CosgroveDJ 1999 Enzymes and other agents that enhance cell wall extensibility. Annual Reviews of Plant Physiology and Plant Molecular Biology 50, 391–41710.1146/annurev.arplant.50.1.39111541953

[CIT0019] CosgroveDJ 2005 Growth of the plant cell wall. Nature Reviews Molecular Cell Biology 6, 850–86110.1038/nrm174616261190

[CIT0020] CoveyPASubbaiahCCParsonsRLPearceGLayFTAndersonMARyanCABedingerPA 2010 A pollen-specific RALF from tomato that regulates pollen tube elongation. Plant Physiology 153, 703–7152038866710.1104/pp.110.155457PMC2879774

[CIT0021] EdgarRDomrachevMLashAE 2002 Gene expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Research 30, 207–2101175229510.1093/nar/30.1.207PMC99122

[CIT0022] EklöfJMBrumerH 2012 The *XTH* gene family: an update on enzyme structure, function, and phylogeny in xyloglucan remodeling. Plant Physiology 153, 456–4662042145710.1104/pp.110.156844PMC2879796

[CIT0023] EscobarNMHauptSThowGBoevinkPChapmanSOparkaK 2003 High-throughput viral expression of cDNA–green fluorescent protein fusions reveal novel subcellular addresses and identifies unique proteins that interact with plasmodesmata. Plant Cell 15, 1507–15231283794310.1105/tpc.013284PMC165397

[CIT0024] FowlerTJBernhardtCTierneyM 1999 Characterization and expression of four proline-rich cell wall protein genes in *Arabidopsis* encoding two distinct subsets of multiple domain proteins. Plant Physiology 121, 1081–10911059409610.1104/pp.121.4.1081PMC59476

[CIT0025] FrySC 2004 Primary cell wall metabolism: tracking the careers of wall polymers in living plant cells. New Phytologist 161, 641–64510.1111/j.1469-8137.2004.00980.x33873719

[CIT0026] FrySCSmithRCRenwickKFMartinDJHodgeSKMatthewsKJ 1992 Xyloglucan endotransglycosylase, a new wall-loosening enzyme activity from plants. Biochemical Journal 282, 821–828155436610.1042/bj2820821PMC1130861

[CIT0027] FuXHarberdNP 2003 Auxin promotes *Arabidopsis* root growth by modulating gibberellin response. Nature 421, 740–7431261062510.1038/nature01387

[CIT0028] GendreauETraasJDesnosTGrandjeanOCabocheMHöfteH 1997 Cellular basis of hypocotyl growth in *Arabidopsis thaliana* . Plant Physiology 114, 195–20510.1104/pp.114.1.295PMC1583059159952

[CIT0029] GodaHShimadaYAsamiTFujiokaSYoshidaS 2002 Microarray analysis of brassinosteroid-regulated genes in *Arabidopsis* . Plant Physiology 130, 1319–13341242799810.1104/pp.011254PMC166652

[CIT0030] González-GarcíaMPVilarrasa-BlasiJZhiponovaMDivolFMora-GarcíaSRussinovaECaño-DelgadoAI 2011 Brassinosteroids control meristem size by promoting cell cycle progression in Arabidopsis roots. Development 138, 849–8592127005710.1242/dev.057331

[CIT0031] HachamYHollandNButterfieldCUbeda-TomasSBennettMJChoryJSavaldi-GoldsteinS 2011 Brassinosteroid perception in the epidermis controls root meristem size. Development 138, 839–8482127005310.1242/dev.061804PMC3035089

[CIT0032] HarutaMConstabelCP 2003 Rapid alkalinization factors in poplar cell cultures. Peptide isolation, cDNA cloning, and differential expression in leaves and methyl jasmonate-treated cells. Plant Physiology 131, 814–8231258690510.1104/pp.014597PMC166857

[CIT0033] HarutaMMonshausenGGilroySSussmanMR 2008 A cytoplasmic Ca^2+^ functional assay for identifying and purifying endogenous cell signaling peptides in *Arabidopsis* seedlings: identification of AtRALF1 peptide. Biochemistry 47, 6311–63211849449810.1021/bi8001488

[CIT0034] HeZWangZLiJZhuQLambCRonaldPChoryJ 2000 Perception of brassinosteroids by the extracellular domain of the receptor kinase BRI1. Science 288, 2360–23631087592010.1126/science.288.5475.2360

[CIT0035] HongJCNagaoRTKeyJL 1990 Characterization of a proline-rich cell wall protein gene family of soybean. Journal of Biological Chemistry 265, 2470–24752303411

[CIT0036] IlievEAXuWPolisenskyDHOhMToriskyRSClouseSDBraamJ 2002 Transcriptional and posttranscriptional regulation of *Arabidopsis TCH4* expression by diverse stimuli. Roles of cis regions and brassinosteroids. Plant Physiology 130, 770–7831237664310.1104/pp.008680PMC166605

[CIT0037] KarimiMInzéDDepickerA 2002 GATEWAY vectors for Agrobacterium-mediated plant transformation. Trends in Plant Science 7, 193–1951199282010.1016/s1360-1385(02)02251-3

[CIT0038] KieliszewskiMJLamportDTA 1994 Extensin: repetitive motifs, functional sites, post-translational codes, and phylogeny. The Plant Journal 5, 157–172814887510.1046/j.1365-313x.1994.05020157.x

[CIT0039] LameschPBerardiniTZSwarbreckD 2011 The *Arabidopsis* Information Resource (TAIR): improved gene annotation and new tools. Nucleic Acids Research 40, 1202–121010.1093/nar/gkr1090PMC324504722140109

[CIT0040] LaplazeLBenkovaECasimiroI 2007 Cytokinins act directly on lateral root founder cells to inhibit root initiation. Plant Cell 19, 3889–39001806568610.1105/tpc.107.055863PMC2217640

[CIT0041] LeeDJParkJKuSHaYKimSKimMDOhMKimJ 2007 Genome-wide expression profiling of *ARABIDOPSIS RESPONSE REGULATOR7* (*ARR7*) overexpression in cytokinin response. Molecular Genetics and Genomics 277, 115–1371706112510.1007/s00438-006-0177-x

[CIT0042] LewisDRNegiSSukumarPMudayGK 2011 Ethylene inhibits lateral root development, increases IAA transport and expression of PIN3 and PIN7 auxin efflux carriers. Development 138, 3485–34952177181210.1242/dev.065102

[CIT0043] LiJMJinH 2007 Regulation of brassinosteroid signaling. Trends in Plant Science 12, 37–411714208410.1016/j.tplants.2006.11.002

[CIT0044] LivakKSchmittgenT 2001 Analyses of relative gene expression data using real-time quantitative PCR and the 2^–∆∆CT^ method. Methods 25, 402–4081184660910.1006/meth.2001.1262

[CIT0045] MalamyJEBenfeyPN 1997 Organization and cell differentiation in lateral roots of *Arabidopsis thaliana* . Development 124, 33–44900606510.1242/dev.124.1.33

[CIT0046] MandavaNB 1988 Plant Growth-promoting brassinosteroids. Annual Reviews of Plant Physiology and Plant Molecular Biology 39, 23–52

[CIT0047] MathurJMolnárGFujiokaS 1998 Transcription of the *Arabidopsis CPD* gene, encoding a steroidogenic cytochrome P450, is negatively controlled by brassinosteroids. The Plant Journal 14, 593–602967590210.1046/j.1365-313x.1998.00158.x

[CIT0048] MatosJMFioriCSSilva-FilhoMCMouraDS 2008 A conserved dibasic site is essential for correct processing of the peptide hormone AtRALF1 in *Arabidopsis thaliana* . FEBS Letters 582, 3343–33471877569910.1016/j.febslet.2008.08.025

[CIT0049] MatsubayashiYSakagamiY 2006 Peptide hormones in plants. Annual Review of Plant Biology 57, 649–67410.1146/annurev.arplant.56.032604.14420416669777

[CIT0050] MayumiKShibaokaH 1995 A possible double role for brassinolide in the reorientation of cortical microtubules in the epidermal cells of Azuki bean epicotyls. Plant Cell Physiology 36, 173–181

[CIT0051] McCannMCBushMMilioneD 2001 Approaches to understanding the functional architecture of the plant cell wall. Phytochemistry 57, 811–8211142313310.1016/s0031-9422(01)00144-3

[CIT0052] MingossiFBMatosJLRizzatoAPMedeirosAHFalcoMCSilva-FilhoMCMouraDS 2010 SacRALF1, a peptide signal from the grass sugarcane (*Saccharum* spp.), is potentially involved in the regulation of tissue expansion. Plant Molecular Biology 73, 271–2812014835110.1007/s11103-010-9613-8

[CIT0053] MouraDSSilva-FilhoMC 2006 Plant peptide hormones, from defense to pollen self-incompatibility, cell fate and development: small peptides as signaling molecules in plants. In: SilvaJAT, ed. Floriculture, ornamental and plant biotechnology: advances and topical issues. London: Global Science Books, 203–209

[CIT0054] MüssigCShinGHAltmannT 2003 Brassinosteroids promote root growth in *Arabidopsis* . Plant Physiology 133, 1261–12711452610510.1104/pp.103.028662PMC281621

[CIT0055] NegiSIvanchenkoMGMudayGK 2008 Ethylene regulates lateral root formation and auxin transport in *Arabidopsis thaliana* . The Plant Journal 55, 175–1871836378010.1111/j.1365-313X.2008.03495.xPMC2635504

[CIT0056] ParryGEstelleM 2006 Auxin receptors: a new role for F-box proteins. Current Opinion in Cell Biology 18, 152–1561648812810.1016/j.ceb.2006.02.001

[CIT0057] PearceGMouraDSStratmannJRyanCA 2001 RALF, a 5-kDa ubiquitous polypeptide in plants, arrests root growth and development. Proceedings of the National Academy of Sciences, USA 98, 12843–1284710.1073/pnas.201416998PMC6014111675511

[CIT0058] PearceGYamaguchiYMunskeGRyanCA 2010 Structure–activity studies of RALF, Rapid Alkalinization Factor, reveal an essential – YISY – motif. Peptides 31, 1973–19772080063810.1016/j.peptides.2010.08.012

[CIT0059] PéretBRybelBDCasimiroIBenkováESwarupRLaplazeLBeeckmanTBennettMJ 2009 *Arabidopsis* lateral root development: an emerging story. Trends in Plant Science 14, 399–4081955964210.1016/j.tplants.2009.05.002

[CIT0060] RoddickJGRijnenbergALIkekawaN 1993 Developmental effects of 24-epibrassinolide in excised roots of tomato grown in vitro. Physiologia Plantarum 87, 453–458

[CIT0061] RomanoCPRobsonPRHSmithHEstelleMKleeH 1995 Transgene-mediated auxin overproduction in *Arabidopsis*: hypocotyl elongation phenotype and interactions with the *by6-1* hypocotyl elongation and *axrl* auxin-resistant mutants. Plant Molecular Biology 27, 1071–1083776689010.1007/BF00020881

[CIT0062] RyanCAPearceGScheerJMMouraDS 2002 Polypeptide hormones. Plant Cell 14, S251–S2641204528110.1105/tpc.010484PMC151259

[CIT0063] SasseJM 1990 Brassinolide-induced elongation and auxin. Physiologia Plantarum 80, 401–408

[CIT0064] SasseJM 1994 Brassinosteroids and roots. Proceedings of the Plant Growth Regulation Society of America 21, 228–232

[CIT0065] ScheerJMPearceGRyanCA 2005 LeRALF, a plant peptide that regulates root growth and development, specifically binds to 25 and 120kDa cell surface membrane proteins of *Lycopersicon peruvianum* . Planta 221, 667–6741590915010.1007/s00425-004-1442-z

[CIT0066] ShowalterAM 1993 Structure and function of plant cell wall proteins. Plant Cell 5, 9–23843974710.1105/tpc.5.1.9PMC160246

[CIT0067] SmalleJHaegmanMKurepaJVan MontaguMStraetenDV 1997 Ethylene can stimulate Arabidopsis hypocotyl elongation in the light. Proceedings of the National Academy of Sciences, USA 94, 2756–276110.1073/pnas.94.6.2756PMC2016311038610

[CIT0068] SrivastavaRLiuJXGuoHYinYHowellSH 2009 Regulation and processing of a plant peptide hormone, AtRALF23, in *Arabidopsis* . The Plant Journal 59, 930–9391947332710.1111/j.1365-313X.2009.03926.x

[CIT0069] SteelRGTorrieJHDickeyDA 1996 Principles and procedures of statistics: a biometrical approach, 3rd edn New York: McGraw-Hill Companies

[CIT0070] TierneyMLWiechartJPluymersD 1988 Analysis of expression of expression and p33-related cell wall proteins in carrot and soybean. Molecular & General Genetics 211, 393–399

[CIT0071] TurkEMFujiokaSSetoHShimadaYTakatsutoSYoshidaSDenzelMATorresQINeffMM 2003 CYP72B1 inactivates brassinosteroid hormones: an intersection between photomorphogenesis and plant steroid signal transduction. Plant Physiology 133, 1643–16531460521610.1104/pp.103.030882PMC300720

[CIT0072] VanstraelenMBenkováE 2012 Hormonal interactions in the regulation of plant development. Annual Review of Cell and Developmental Biology 28, 22.1–22.2510.1146/annurev-cellbio-101011-15574122856461

[CIT0073] VertGNemhauserJLGeldnerNHongFChoryJ 2005 Molecular mechanisms of steroid hormone signaling in plants. Annual Review of Cell and Developmental Biology 21, 177–20110.1146/annurev.cellbio.21.090704.15124116212492

[CIT0074] WangXZhangJYuanMEhrhardtDWWangZMaoT 2012 *Arabidopsis* MICROTUBULE DESTABILIZING PROTEIN40 is involved in brassinosteroid regulation of hypocotyl elongation. Plant Cell 24, 4012–40252311524810.1105/tpc.112.103838PMC3517233

[CIT0075] WangZNakanoTGendronJ 2002 Nuclear-localized BZR1 mediates brassinosteroid-induced growth and feedback suppression of brassinosteroid biosynthesis. Developmental Cell 2, 505–5131197090010.1016/s1534-5807(02)00153-3

[CIT0076] WeigelDGlazebrookJ 2002 Arabidopsis: a Laboratory Manual, 1st edn New York: Cold Spring Harbor Laboratory

[CIT0077] WinterDVinegarBNahalHAmmarRWilsonGVProvartNJ 2007 An “Electronic Fluorescent Pictograph” browser for exploring and analyzing large-scale biological data sets. PLoS One 8, e7181768456410.1371/journal.pone.0000718PMC1934936

[CIT0078] WuJKurtenELMonshausenGHummelGMGilroySBaldwinIT 2007 NaRALF, a peptide signal essential for the regulation of root hair tip apoplastic pH in *Nicotiana attenuata*, is required for root hair development and plant growth in native soils. The Plant Journal 52, 877–8901791611510.1111/j.1365-313X.2007.03289.x

[CIT0079] XuWPuruggananMMPolisenskyDHAntosiewiczDMFrySCBraamJ 1995 *Arabidopsis TCH4*, regulated by hormones and the environment, encodes a xyloglucan endotransglycosylase. Plant Cell 7, 1555–1567758025110.1105/tpc.7.10.1555PMC161010

[CIT0080] YalamanchiliRDStratmannJW 2002 Ultraviolet-B activates components of the systemin signaling pathway in *Lycopersicon peruvianum* suspension-cultured cells. Journal of Biological Chemistry 32, 28424–284301203474410.1074/jbc.M203844200

# Supplementary material for: Arabidopsis thaliana RALF1 opposes brassinosteroid effects on root cell elongation and lateral root formation
**Source:** J Exp Bot. 2014 Mar 11;65(8):2219–30. doi: 10.1093/jxb/eru099
**Supplement:** Supplementary Data

 Arabidopsis thaliana RALF1 opposes brassinosteroid effects on root cell elongation and lateral root formation — Arabidopsis thaliana RALF1 opposes brassinosteroid effects on root cell elongation and lateral root formation — Supplementary Data 

# *Arabidopsis thaliana* RALF1 opposes brassinosteroid effects on root cell elongation and lateral root formation

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data

# Supplementary material for: Arabidopsis thaliana RALF1 opposes brassinosteroid effects on root cell elongation and lateral root formation
**Source:** J Exp Bot. 2014 Mar 11;65(8):2219–30. doi: 10.1093/jxb/eru099
**Supplement:** Supplementary Data

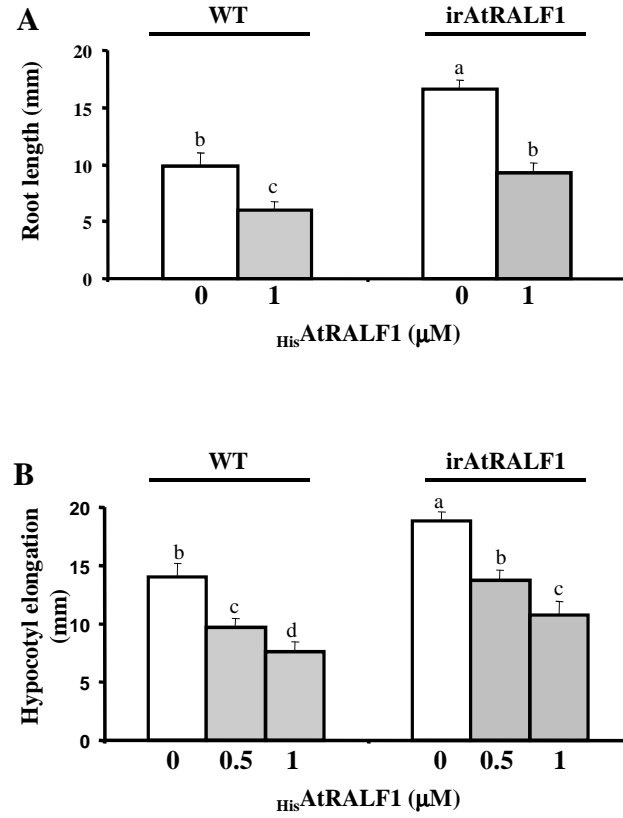

Supplementary Fig. S1. Exogenous HisAtRALF1 effect on root length and hypocotyl elongation in irAtRALF1 plants. (A) Root length of light-grown 5-d-old seedlings HisAtRALF1-treated (gray columns) or untreated (control, white columns). (B) Hypocotyl elongation of dark-grown 5-d-old seedlings HisAtRALF1-treated (gray columns) or untreated (control, white columns). Error bars indicate SD. Columns followed by the same letter are not significantly different (p -value < 0.01). The experiment was performed at least three times.

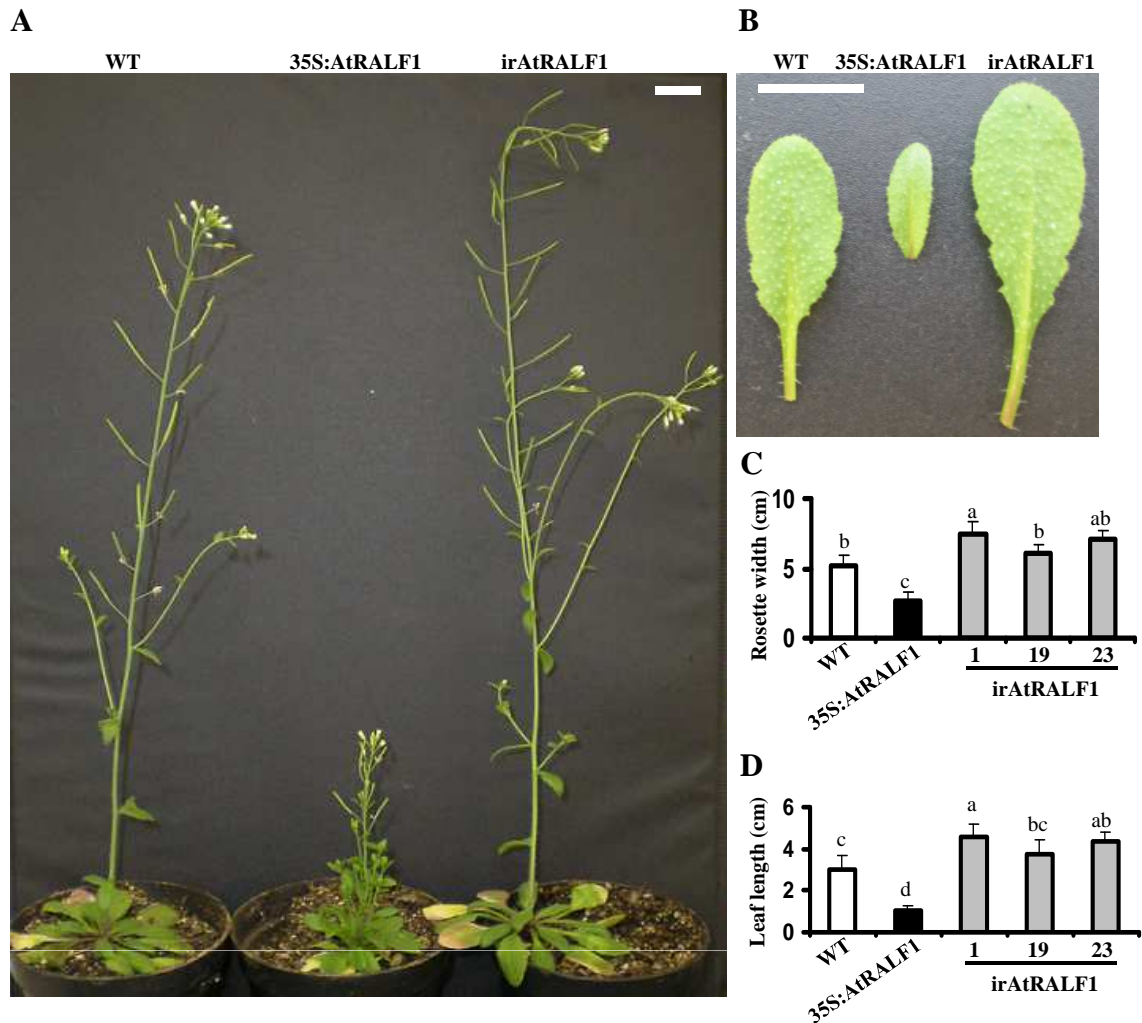

Supplementary Fig. S2. AtRALF1-overexpressing (35S:AtRALF1) and AtRALF1-silencing (irAtRALF1) transgenic lines. (A) Phenotype of 40-d-old plants. (B) Representative 7th leaf from wild type (left), 35S:AtRALF1 (center) and irAtRALF1 plants (right). (C) Rosette width of 40-d-old plants. (D) Length of the 7th leaf of 40-d-old plants. Bars = 1.5 cm. Error bars indicate SD. Columns followed by the same letter are not significantly different (p -value <0.01). The experiment was performed at least three times.

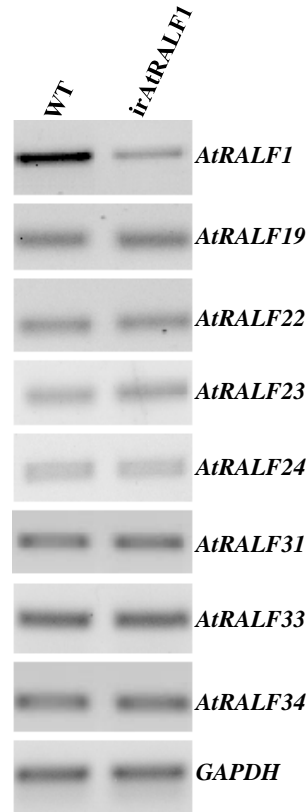

Supplementary Fig. S3. Semi-quantitative RT-PCR gene expression analyses performed in roots of 10-d-old *AtRALF1*-silencing (*irAtRALF1*) and wild type (WT) plants. *GAPDH* expression was used as a control. *AtRALF1* mRNA levels are shown in *irAtRALF1* and WT for comparison. *AtRALF1*, *AtRALF19*, *AtRALF33*, *AtRALF34* and *GAPDH* amplification bands are shown after 27 PCR cycles. *AtRALF22*, *AtRALF23*, *AtRALF24* and *AtRALF31* amplification bands are shown after 31 PCR cycles. *AtRALF1* (At1g02900). *AtRALF19* (At2g33775). *AtRALF22* (At3g05490). *AtRALF23* (At3g16570). *AtRALF24* (At3g23805). *AtRALF31* (At4g13950). *AtRALF33* (At4g15800). *AtRALF34* (At5g67070). *GAPDH*, glyceraldehyde-3-phosphate dehydrogenase (At1g13440). The experiment was performed at least three times (independent biological replicates). See Supplementary Table S2 for ratios of the band intensities.

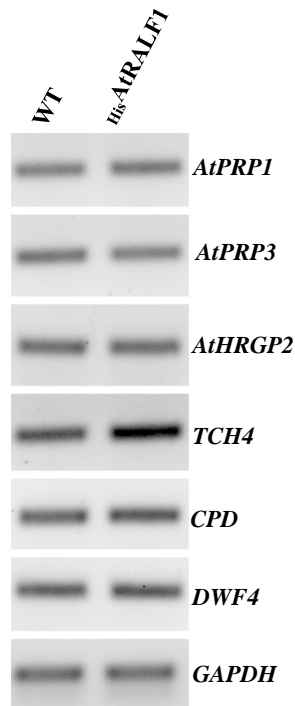

Supplementary Fig. S4. Semi-quantitative RT-PCR gene expression analyses performed in roots of untreated (WT) and *His*-AtRALF1-treated 10-d-old wild type plants. Total RNA was extracted from roots of wild type plants after 3 h treatment with 1 μ M of *His*-AtRALF1. *GAPDH* expression was used as a control. *AtPRP1* and *AtPRP3*, proline-rich proteins 1 and 3 (*AtPRP1*, At1g54970 and *AtPRP3*, At3g62680). *AtHRGP2*, hydroxyproline-rich glycoprotein (At5g19800). *TCH4*, xyloglucan endotransglucosylase TOUCH4 (At5g57560). *CPD*, constitutive photomorphism and dwarfism (At5g05690). *DWF4*, DWARF4 (At3g50660). *GAPDH*, glyceraldehyde-3- phosphate dehydrogenase (At1g13440). The experiment was performed at least three times (independent biological replicates). See Supplementary Table S2 for ratios of the band intensities.

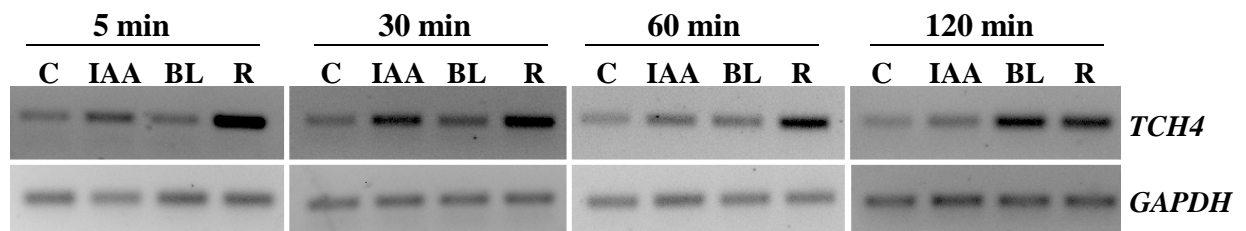

Supplementary Fig. S5. Time course analysis of the xyloglucan endotransglucosylase *TOUCH4* (At5g57560) gene expression after treatment with auxin, _{His}AtRALF1 and brassinolide. Total RNA was extracted from roots of 10-d-old wild type plants 5, 30, 60 and 120 min after treatment with 1 μ M of the auxin indole-3-acetic acid (IAA), 1 μ M of _{His}AtRALF1 (R) or 1 μ M of brassinolide (BL). *GAPDH* expression was used as a reference gene. C, control plants treated with water. See Supplementary Table S2 for ratios of the band intensities.

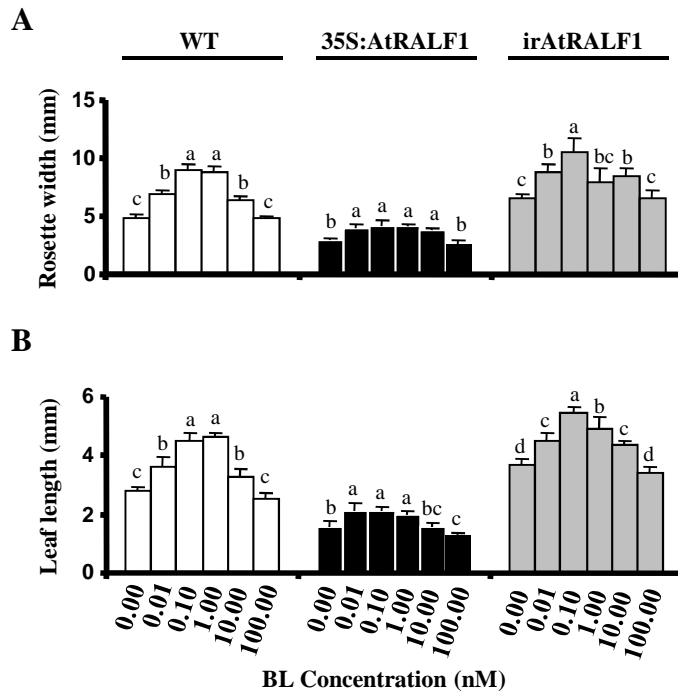

Supplementary Fig. S6. AtRALF1-overexpressing (35S:AtRALF1, black columns) and AtRALF1-silencing (irAtRALF1, gray columns) transgenic lines treated with different concentrations of brassinolide (BL). (A) Rosette length. (B) Length of the 7th leaf. Rosettes and leaves were measured in 5-d-old seedlings (n>30) grown in the presence or absence (control plants, white columns) of BL. Error bars indicate SD. Statistical analysis was made for each genetic background separately. Columns within each genotype that are followed by the same letter are not significantly different (*p-value* <0.01). The experiment was performed at least three times.

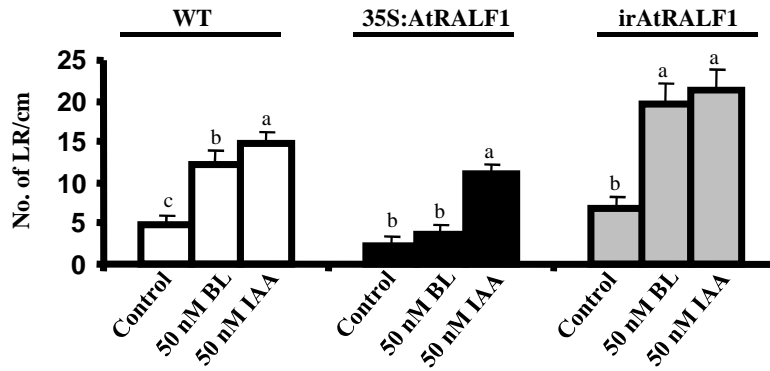

Supplementary Fig. S7. Number of emerged lateral roots in AtRALF1-overexpressing (35S:AtRALF1, black columns) and AtRALF1-silencing (irAtRALF1, gray columns) transgenic lines treated with brassinolide (BL) or indole-3-acetic acid (IAA). The number of emerged lateral roots was measured in 10-d-old seedlings (n>30) grown in the presence or absence (control plants, white columns) of BL or IAA. Error bars indicate SD. Statistical analysis was made for each genetic background separately. Columns within each genotype that are followed by the same letter are not significantly different (p -value <0.01). The experiment was performed at least three times.

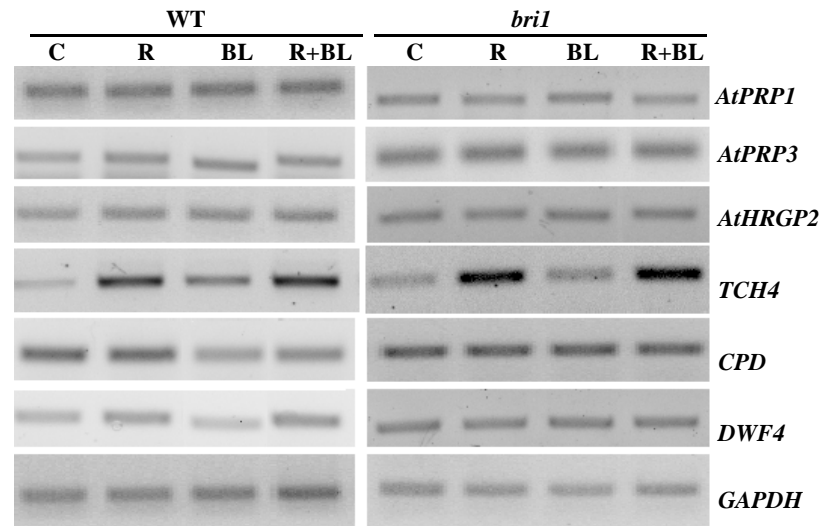

Supplementary Fig. S8. Gene expression analyses of AtRALF1-inducible genes upon simultaneous treatment with His-AtRALF1 (R, 1 μM for 30 min) and brassinolide (BL, 1 μM for 30 min). Semi-quantitative RT-PCR performed using total RNA extracted from roots of untreated (C) or treated (R, BL or R+BL) 10-d-old wild type (WT) or brassinolide insensitive mutant *bri1* plants. *GAPDH* expression was used as a control. *AtPRP1* and *AtPRP3*, proline-rich proteins 1 and 3 (*AtPRP1*, At1g54970 and *AtPRP3*, At3g62680). *AtHRGP2*, hydroxyproline-rich glycoprotein (At5g19800). *TCH4*, xyloglucan endotransglucosylase TOUCH4 (At5g57560). *CPD*, constitutive photomorphism and dwarfism (At5g05690). *DWF4*, DWARF4 (At3g50660). *GAPDH*, glyceraldehyde-3-phosphate dehydrogenase (At1g13440). The experiment was performed at least three times (independent biological replicates). See Supplementary Table S2 for ratios of the band intensities.

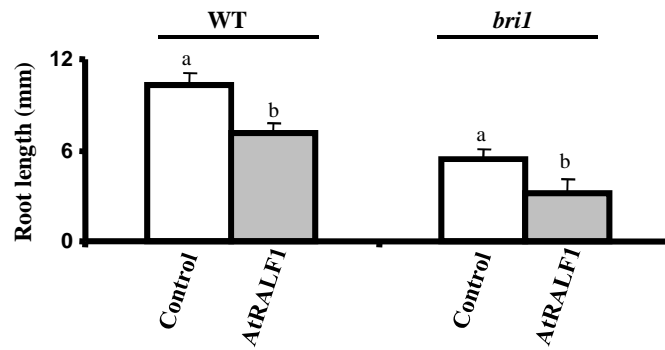

Supplementary Fig. S9. His AtRALF1 effect on root length in *bri1* mutants. Root length of light-grown 5-d-old seedlings His AtRALF1-treated (1 μM , gray columns) or untreated (control, white columns). Error bars indicate SD. Statistical analysis was made for each genetic background separately. Columns within each genotype that are followed by the same letter are not significantly different ($p\text{-value} < 0.01$). The experiment was performed at least three times.

Supplementary Table S1. Primers used for cloning, quantitative and semi-quantitative RT-PCR analysis.

Gene (locus)	Primer name	Sequence (5' – 3')
At1g02900	At1g02	FW: TG TAGCATGGGCTACGACTG<br>RV: AAGG CACACTGTTCCGTTTC
At1g02900	AtRALF1	FW: CACCATGGACAAGTCCTTTACTCTGT<br>RV: ACTCCTGCAAGCAGCAATTT
At1g02900	A	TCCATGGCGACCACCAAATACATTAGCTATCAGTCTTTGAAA<br>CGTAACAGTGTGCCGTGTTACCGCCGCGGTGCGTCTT
At1g02900	B	ATAAGCTTTTAACTGCGGCAACGAGCAA
At1g02900	C	TTCTCGAGTGCACCTCTGCAACGAGCAATT
At1g02900	D	TTCATATGGCGACCACAAAATACATAAGCT
At1g54970	PRP1	FW: AAGATTGTGTGCTCGGAGAGG<br>RV: CCCTTGTTGACATTGGTTGG
At3g62680	PRP3	FW: GTTCCGACCCAGCATCATAC<br>RV: GCAAGTCTCGACCGGAGATA
At5g19800	HRGP2	FW: CACAGTTGCTAATGAAAACGA<br>RV: CGGCGGTGAATATCTCTTGT
At5g05690	CPD	FW: AGCAACTCGGTAACGACAGG<br>RV: CAGAGAGTGCAACCCTAGCC
At3g50660	DWF4	FW: GTGGGTGGAAAGTGTTACCG<br>RV: CTGTTGCCATCTCCAAGGAT
At5g57560	TCH4	FW: TCCTAATGCCTCGAAACAGG<br>RV: CTGCACCCATCTCATCCTTT
At2g33775	AtRALF19	FW: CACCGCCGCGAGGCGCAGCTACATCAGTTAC<br>RV: CCCTCGAGTTAAGAAAGTTTGCTGTAGCA
At3g05490	AtRALF22	FW: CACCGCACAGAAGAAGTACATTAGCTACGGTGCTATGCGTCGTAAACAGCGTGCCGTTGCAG<br>RV: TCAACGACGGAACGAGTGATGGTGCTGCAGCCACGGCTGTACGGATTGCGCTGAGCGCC
At3g16570	AtRALF23	FW: CACCGCTACGAGGAGGTACATC<br>RV: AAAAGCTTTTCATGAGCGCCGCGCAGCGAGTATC
At3g23805	AtRALF24	FW: CACCATGATGCGGAAACAGTACATA<br>RV: CCAAGCTTTCAAGTCTTGATGTCGTT
At4g13950	AtRALF31	FW: CACCGCGCAGAAACGGTACATC<br>RV: AACTCGAGTCATGTGTTGATGTCGTTTGT
At4g15800	AtRALF33	FW: GGGAATTCCGCAACAACGAAGTATATA<br>RV: AAAAGCTTTTATCGCCTGCAACGAGT
At5g67070	AtRALF34	FW: TTCATATGTACTGGCGGAGGACGAAGTA<br>RV: TAAGCTTCTAGCGCGGCGAGCGGGTGATCG
At1g13440	GAPDH	FW: TTGGTGACAACAGGTCAAGCA<br>RV: AAACCTTGTGCTCAATGCAA

Supplementary Table S2. Evaluation of RT-PCR signals via densitometry after normalization to the housekeeping gene *GAPDH* (glyceraldehyde-3-phosphate dehydrogenase, At1g13440).

Gene		Ratio			
Fig. 1A					
	35S:AtRALF1/WT	irAtRALF1-1/WT	irAtRALF1-19/WT	irAtRALF1-23/WT	
<i>AtRALF1</i>	8.14	0.21	0.90	0.71	
Fig. 3A					
	35S:AtRALF1/WT	irAtRALF1/WT			
<i>AtPRP1</i>	4.11	0.03			
<i>AtPRP3</i>	2.74	0.97			
<i>AtHRGP2</i>	3.14	0.78			
<i>TCH4</i>	4.41	0.01			
Fig. 3C					
	0.01/0 μ M BL	0.1/0 μ M BL	0.5/0 μ M BL	1/0 μ M BL	5/0 μ M BL
<i>AtPRP1</i>	0.97	1.31	1.69	2.01	2.12
<i>AtPRP3</i>	1.13	1.43	1.49	1.98	2.05
<i>AtHRGP2</i>	3.33	6.05	6.45	8.05	8.16
<i>TCH4</i>	0.97	1.39	1.48	1.89	2.00
Fig. 6A					
	35S:AtRALF1/WT	irAtRALF1/WT			
<i>CPD</i>	1.96	0.47			
<i>DWF4</i>	2.27	0.87			
Fig. 6C					
	0.01/0 μ M BL	0.1/0 μ M BL	0.5/0 μ M BL	1/0 μ M BL	5/0 μ M BL
<i>CPD</i>	1.23	1.33	1.67	2.50	2.65
<i>DWF4</i>	0.99	1.33	1.39	1.94	2.01
Fig. 7A					
	WT background				
	^{His} AtRALF1/untreated	BL/untreated	^{His} AtRALF1 + BL/untreated		
<i>AtPRP1</i>	6.77	1.09	6.30		
<i>AtPRP3</i>	3.25	1.02	2.68		
<i>AtHRGP2</i>	2.58	0.94	1.44		
<i>TCH4</i>	2.35	1.29	1.30		
<i>CPD</i>	2.60	0.66	2.23		
<i>DWF4</i>	5.43	0.02	2.09		
	<i>bril</i> background				
	^{His} AtRALF1/untreated	BL/untreated	^{His} AtRALF1 + BL/untreated		
<i>AtPRP1</i>	6.95	1.00	6.96		
<i>AtPRP3</i>	3.35	1.07	3.37		
<i>AtHRGP2</i>	3.40	0.97	3.35		
<i>TCH4</i>	5.03	0.93	4.98		
<i>CPD</i>	1.85	1.01	2.00		
<i>DWF4</i>	5.40	0.93	5.27		
Fig. S3					
	ir AtRALF1/WT				
<i>AtRALF1</i>	0.23				
<i>AtRALF19</i>	1.13				
<i>AtRALF22</i>	1.02				
<i>AtRALF23</i>	1.07				
<i>AtRALF24</i>	0.90				
<i>AtRALF31</i>	1.03				
<i>AtRALF33</i>	1.10				
<i>AtRALF34</i>	1.13				
Fig. S4					
	^{His} AtRALF1/untreated				
<i>AtPRP1</i>	1.01				
<i>AtPRP3</i>	0.99				
<i>AtHRGP2</i>	0.95				
<i>TCH4</i>	1.43				
<i>CPD</i>	1.01				
<i>DWF4</i>	0.92				
Fig. S5					
	5 min treatment				
	IAA/untreated	BL/untreated	^{His} AtRALF1/untreated		
<i>TCH4</i>	2.92	0.99	5.22		

Table continues on following page.

Supplementary Table S2. (Continued from previous page.)

Gene		Ratio	

Fig. S5

TCH4	30 min treatment		
	IAA/No-treated	BL/untreated	HisAtRALF1/untreated
	2.89	1.56	4.85
TCH4	60 min treatment		
	IAA/No-treated	BL/untreated	HisAtRALF1/untreated
	1.32	1.62	4.19
TCH4	120 min treatment		
	IAA/untreated	BL/untreated	HisAtRALF1/untreated
	1.17	4.24	3.90

Fig. S8

AtPRP1<br>AtPRP3<br>AtHRGP2<br>TCH4<br>CPD<br>DWF4	WT background		
	HisAtRALF1/untreated	BL/untreated	HisAtRALF1 + BL/untreated
	1.08	1.03	1.07
	1.16	1.06	1.10
	1.06	1.01	1.03
	1.47	1.25	1.40
	1.08	0.51	0.83
	1.19	0.71	1.07
bri1 background<br>AtPRP1<br>AtPRP3<br>AtHRGP2<br>TCH4<br>CPD<br>DWF4	HisAtRALF1/untreated	BL/untreated	HisAtRALF1 + BL/untreated
	1.02	1.06	1.01
	1.15	1.05	1.12
	0.97	1.03	1.05
	1.32	0.97	1.31
	1.01	1.07	1.03
	0.99	1.01	1.08

How the deposited data were processed for this re-analysis (not part of the article)

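Gene expression was measured on 4 Affymetrix arrays, 1 per sample, from whole 7-d-old seedlings: 2 control samples (wild type and empty vector, mixed) and 2 35S:AtRALF1 samples (a pair of lines, mixed). The deposited values are signal intensities on a linear scale, 1 per probe set, which the authors had scaled so that the mean without the highest and lowest 2% is 125.0 in every array. The software and any background correction behind them are not given in the sources used here. As the columns were already on 1 scale, they were used as deposited.

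Of 22810 probe sets, 64 controls were left out and 22746 were tested. Values under 1 were set to 1, an offset of 16 was added and log2 taken. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend, 2 residual and 2.66 prior degrees of freedom, two-sided, Benjamini-Hochberg adjustment, threshold 0.05). Gene lists were tested with camera at a preset correlation of 0.01, without a variance trend, and again with the correlation estimated. The estimated version uses the 2 residual degrees of freedom in place of nearly the number of probe sets, so its power is low. The number of arrays limits the precision, and with 2 against 2 the smallest exact permutation p is 0.333.

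Gene names came from the platform's probe table, updated through the RefSeq gene table of TAIR10.1 (names only). A single gene was given for 13513 probe sets, of which 13508 matched a locus, several genes for 503 and none for 8730. For a list, each gene was represented by its probe set with the highest mean. AtRALF1, AtPRP1, AtPRP3, TCH4, CPD and DWF4 are not named there and were not analysed, so the raised level of AtRALF1 in the 35S:AtRALF1 samples was not checked. Of 20 lists set before the data were examined, 6 had the 5 measured genes that a test needs: XTH genes, expansins, structural wall proteins, root hair, auxin response and RALF peptides. In that order, 10 of 33, 16 of 28, 12 of 28, 9 of 45, 5 of 12 and 7 of 12 listed genes were measured. The other 14 had fewer, 4 of them none.

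Genes named in the text are those the paper names that have a probe set of their own, the 10 with the largest rise and the 10 with the largest fall among those past the threshold whose arrays do not overlap (none passed, so the smallest p in each direction was used), and in each list up to 4 members past the threshold adjusted over the list alone, or 2 with the smallest p. Other names are given as list members, or were chosen after their values were seen.

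Alternatives set before the data were examined were quantile and cyclic loess normalization, offsets of 1 and 64, testing the 60% of probe sets with the highest signal, no variance trend, a term for the repeat, each array left out, an estimated correlation for camera, 1.5-fold and 3-fold in place of 2-fold, and a statistic without moderation. Added after the data had been seen were the lists without AtHRGP2, the root hair and structural wall protein lists without extensins, structural wall protein genes on probe sets without the shared-probe mark, camera with a variance trend, and 32 further gene sets: 28 families sharing a symbol with at least 8 measured genes, and 4 lists. For camera, the planned setting without a variance trend is the one used throughout, so it changes nothing there.

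The procedure was tested on simulated data for this comparison, with 22746 probe sets of which 50 were changed at each size. With each probe set's own moderated spread, limma recovered 2% of those changed by 1 on the log2 scale, 62% at 2, 98% at 3 and 100% at 4. This simulation was run first. Because moderated spreads are more alike than true ones, a second was added in which spreads were drawn from the fitted prior: it recovered 2%, 0%, 28% and 52%, and called 4 unchanged probe sets. The first called 12. A list of 12 genes raised by 0.8 had a camera p of 3.04e-10 in the first and 2.07e-08 in the second; neither simulation included correlation between genes.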

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

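A pair of probe sets had a signal at least 4-fold higher in each 35S:AtRALF1 array than in either control array on the log2(signal + 16) scale. Probe set 262131_at had signals of 306 and 389.8 in the control and 9752 and 10530 in 35S:AtRALF1, a log2 fold change of 4.81. Its adjusted p was 0.305 from limma, with a range over the alternatives that includes 0.0283 when only the 60% of probe sets with the highest signal were tested, and 1 with either control array left out. With the replicate block the adjusted p of 262131_at was 0.0489 from limma. Probe set 262119_s_at had signals of 236.4 and 83.2 in the control and 1130 and 1128 in 35S:AtRALF1, a log2 fold change of 2.85 (adjusted p = 0.987). That fold change was 2.18 without control replicate 2 and 3.53 without control replicate 1. The table used here names no gene for 262131_at or 262119_s_at, so whether either measures the transgene was not examined.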

How the results depend on the processing

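The structural wall protein and root hair lists kept their direction and an adjusted p under 0.05 in all settings but 1: with an estimated correlation the adjusted p was 0.141 for both. The estimate for root hair genes was -0.098, below the preset 0.01, so a stronger correlation between them cannot be what raised their p. For structural wall proteins the estimate was 0.062, above the preset value. An estimated correlation also changes the degrees of freedom of the camera test, from nearly the number of probe sets to the 2 left between the arrays. The same statistic then gives a larger p, so 0.141 does not measure correlation between genes alone. With any 1 array left out, the adjusted p lay between 5.80e-08 and 2.65e-04 for structural wall proteins and between 1.04e-05 and 2.06e-04 for root hair genes. With 1 array left out, the lone array of a group is assumed to vary like the other group. The number of called probe sets was 0 in the planned settings except 1 among the 60% with the highest signal (fewer probe sets tested) and 1 with the replicate block; it was 0 with any 1 array left out. Without moderation it was 0 (1089 at an unadjusted p under 0.05), leaving out 54 probe sets with no spread within either group, of which 6 differed between the groups. The labels do not say what the shared replicate numbers stand for, so the main limma fit did not treat them as pairs. The 2-fold counts by repeat do compare same-numbered arrays. Deviations from the group means correlated between same-numbered arrays across probe sets (0.39; probe sets are not independent), and 2 pairs are too few to settle whether the numbers mark shared batches. With the replicate block the adjusted p of the RALF peptides was 0.906, in the opposite direction, and that of plastid-encoded genes, a set added later, was 0.0122; the called probe set was 262131_at (adjusted p = 0.0489 from limma), and no other list changed its call. At an unadjusted p under 0.05 there were 734 higher and 914 lower with the block, against 458 and 522 without it; the threshold alone gives 1137 in all.

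Probe sets changed at least 2-fold in at least 1 repeat numbered 7171 with an offset of 1, 430 with 64, 1154 among the 60% with the highest signal, 8009 at 1.5-fold and 287 at 3-fold. Those higher in both repeats numbered 351 with an offset of 1, 18 with 64, 365 at 1.5-fold and 8 at 3-fold, and those lower in both 497, 14, 478 and 5, and 34 among the 60%. With 1 array left out, the expansins' adjusted p lay between 0.0398 (without 35S:AtRALF1 replicate 1) and 0.510, where the direction reversed (without 35S:AtRALF1 replicate 2); over all settings it reached 0.959. With 1 array left out, the XTH list's lay between 0.0279 (without control replicate 2) and 0.787, and that of RALF peptides between 0.142 and 0.452, reversed in 2 of the 4; it also reversed with quantile normalization (0.852) and cyclic loess (0.940).

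Of 519 values of 49 named genes under the alternatives, 21 changed sign; no named gene was called. With 1 array left out, log2 fold changes ranged from -0.38 to 0.10 for GAPC2, -0.15 to 0.15 for RALFL34, -0.24 to 0.34 for RALFL33, -0.36 to 0.37 for RALFL31, -0.32 to 0.22 for LHCB4.1, -0.27 to 0.21 for BRL1, -0.13 to 0.44 for COB, -1.06 to 0.25 for EXPA8, -0.72 to 0.76 for THE1 and -2.16 to 0.52 for PDF1.2. Without a change of sign, they ranged from 0.023 to 0.97 for FER, 0.19 to 1.44 for STZ, -0.68 to -0.20 for PYK10, 0.14 to 0.54 for RALFL22, -0.58 to -0.12 for RALFL24, -0.62 to -0.30 for DFR and -0.18 to -0.031 for RCA. With quantile normalization RALFL34 had -0.038, LHCB4.1 0.029 and BRL1 0.046. With cyclic loess LHCB4.1 had 0.039 and BRL1 0.026, and with an offset of 64 RALFL31 had -0.0076. Of the gene sets added later, with 1 array left out the adjusted p of plastid-encoded genes lay between 1.15e-08 and 0.999, of mitochondrion-encoded genes between 2.04e-04 and 0.661, and of root-abundant genes between 0.396 and 0.895, each with a reversal of direction. The plastid-encoded genes also passed with quantile normalization (0.0442) and among the 60% with the highest signal (0.0131). Of the 5 sets past the threshold, the autophagy family lost it with quantile normalization (adjusted p = 0.0603) and cyclic loess (0.0554), nuclear photosynthesis with cyclic loess (0.0525), rps with an offset of 64 (0.0681), and all 5 with an offset of 1 (0.0785 for PRA, 0.0992 for ATG, TET and rps, 0.153 for nuclear photosynthesis). The cause was not tested for these. No detection call was used, so changes of probe sets near the 40th percentile of signal (28.5 to 34.6) cannot be told from background.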

Other observations

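The gene sets in the next paragraphs were formed after the data had been examined, and the tests on extensins were chosen after their results could be seen. Among 32 such sets, 5 had an adjusted p under 0.05 from camera, and none with an estimated correlation (adjusted p = 0.841 for each of the 5). That version rests on 2 degrees of freedom, too few to decide over 32 sets. Members of the PRA family, small membrane proteins of vesicle transport, had a median log2 fold change of 0.25, positive in 10 of 11 (adjusted p = 0.0418); the adjusted p was 0.784 without 35S:AtRALF1 replicate 2, 0.0956 without control replicate 1 and 0.102 without control replicate 2. The tetraspanin (TET) family had a median of 0.30, positive in 9 of 15 (adjusted p = 0.0418), led by TET8 with a log2 fold change of 0.89; it had 0.283 without 35S:AtRALF1 replicate 2, 0.0956 without control replicate 1 and 0.122 without control replicate 2. The autophagy (ATG) family, mostly ATG8 genes, had a median of 0.33, positive in 7 of 8 (adjusted p = 0.0418), with ATG8E at 0.88; it had 0.396 without 35S:AtRALF1 replicate 1, 0.113 without control replicate 1 and 0.102 without control replicate 2.

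Of 24 nuclear genes of photosynthesis, 22 had a negative log2 fold change, with a median of -0.24 (camera, adjusted p = 0.0418). The adjusted p was 0.784 without 35S:AtRALF1 replicate 2, 0.437 without control replicate 1 and 0.0550 without control replicate 2. The 8 plastid ribosomal protein (rps) genes, which all belong to the 69 plastid-encoded genes, had a median of -0.65 (adjusted p = 0.0476), with 0.329 without 35S:AtRALF1 replicate 1 and 0.577 without control replicate 2. The plastid-encoded genes had a median of -0.31 (adjusted p = 0.0978) and 11 mitochondrion-encoded genes one of 0.29 (adjusted p = 0.0978). The medians of these sets kept their sign with quantile and cyclic loess normalization. Between the repeats, second against first, the median was -0.38 for nuclear photosynthesis and 0.46 each for plastid-encoded and mitochondrion-encoded genes. These 3 are larger in size than between the groups. For rps the median between the repeats was 0.026.

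The 7 measured genes of the RALF peptide list did not pass the test in 35S:AtRALF1 seedlings (camera, adjusted p = 0.868, direction up; median log2 fold change 0.0026 and mean -0.038, so that the mean and the test differ in sign), and neither did all 11 measured RALFL genes (adjusted p = 0.784). RALFL22 and RALFL24 had log2 fold changes of 0.34 and -0.35, RALFL33 0.047 and RALFL34 0.0026, none past the threshold. The receptor kinase genes FER and THE1 had 0.50 and 0.021. Single measured members of further lists had log2 fold changes of -0.44 for PYK10, 0.16 for COB, -0.033 for BRL1, -0.41 for EXPA8, 0.82 for STZ, -0.82 for PDF1.2 and -0.46 for DFR, and RCA and LHCB4.1 had -0.11 and -0.049, none past the threshold.

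Root hair and structural wall protein genes stood higher together in 35S:AtRALF1 at a preset correlation between genes (adjusted p = 0.141 for each list with an estimated correlation). A larger share of root tissue in these seedlings would raise other root-abundant genes too. Their median log2 fold change, over 16 measured genes, was -0.17 (bootstrap interval over genes -0.55 to 0.077, and 0.064 at most with any 1 array left out), against 0.51 for root hair genes, which argues against it as the whole cause. The genes of photosynthesis, of which 22 of 24 nuclear and 55 of 69 plastid-encoded ones had negative values (medians of -0.24 and -0.31), moved as a larger root share would move them. These medians are smaller in size than those between the repeats (-0.38 and 0.46, second against first). The repeats are balanced between the groups, so this comparison does not decide it. The plastid direction reversed without control replicate 2 and without 35S:AtRALF1 replicate 1, where the repeats are unbalanced between the groups. Neither set passed with an estimated correlation (camera, adjusted p = 0.841 and 0.842), a test with 2 degrees of freedom that cannot decide this. The paper reports shorter roots, fewer lateral roots and shorter hypocotyls in these plants, which do not give the share of root tissue. A part of root share in the rise stays open, and these sets cannot settle it. The root-abundant list was drawn up from general knowledge after the arrays had been seen, before its values were computed, and several of its members are jacalin-like genes. Probes shared between extensins could also move members together. For the root hair genes the values argue against shared probes as the whole cause. The 7 without extensins and AtHRGP2 had a median of 0.48 (camera, unadjusted p = 2.52e-05, and p = 0.0492 with an estimated correlation). This test was chosen after its members' values could be seen. Among the 7, only the peroxidase genes AT1G30870 and AT4G26010 passed when adjusted over the root hair list alone. For structural wall proteins a part of shared probes stays open: the 7 members on probe sets without the shared-probe mark, AtHRGP2 left out, had a median of 0.59 (bootstrap interval over genes -0.20 to 0.94; camera p = 0.0102; p = 0.205 with an estimated correlation). The 2 leucine-rich repeat extensin genes, left when the other extensins and AtHRGP2 are taken out, both had negative values, with a median of -0.14. A change in root hair development or in the genes of hair cells stays open as a hypothesis, untested here.

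Arrays of the same repeat deviated together from their group means. Differences in scaling would be removed by normalization, but the correlation of the deviations across probe sets was still 0.385 after cyclic loess, and noise of dim probe sets would fade at high signal, but among the 5687 brightest probe sets it was 0.610. At an unadjusted p under 0.05, 1212 probe sets were higher and 1830 lower in the second repeat, and none passed after adjustment (limma). PORB, an enzyme of chlorophyll synthesis, had signals of 1655 and 2228 in the first repeat and 125.6 and 87.6 in the second, and CCL 875 and 2812 against 99.2 and 163.2; both were chosen after their values were seen. No sampling time or growth batch is given in the sources used here, so a difference in growth, harvest or hybridization between the repeats stays open and was not tested.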
